# NLRP3 inflammasome in fibroblasts links tissue damage with inflammation in breast cancer progression and metastasis

**DOI:** 10.1038/s41467-019-12370-8

**Published:** 2019-09-26

**Authors:** Nour Ershaid, Yoray Sharon, Hila Doron, Yael Raz, Ophir Shani, Noam Cohen, Lea Monteran, Leonor Leider-Trejo, Amir Ben-Shmuel, Muhammad Yassin, Motti Gerlic, Adit Ben-Baruch, Metsada Pasmanik-Chor, Roni Apte, Neta Erez

**Keywords:** Breast cancer, Cancer microenvironment

## Abstract

Cancer-Associated Fibroblasts (CAFs) were shown to orchestrate tumour-promoting inflammation in multiple malignancies, including breast cancer. However, the molecular pathways that govern the inflammatory role of CAFs are poorly characterised. In this study we found that fibroblasts sense damage-associated molecular patterns (DAMPs), and in response activate the NLRP3 inflammasome pathway, resulting in instigation of pro-inflammatory signalling and secretion of IL-1β. This upregulation was evident in CAFs in mouse and in human breast carcinomas. Moreover, CAF-derived inflammasome signalling facilitated tumour growth and metastasis, which was attenuated when NLRP3 or IL-1β were specifically ablated. Functionally, CAF-derived inflammasome promoted tumour progression and metastasis by modulating the tumour microenvironment towards an immune suppressive milieu and by upregulating the expression of adhesion molecules on endothelial cells. Our findings elucidate a mechanism by which CAFs promote breast cancer progression and metastasis, by linking the physiological tissue damage response of fibroblasts with tumour-promoting inflammation.

## Abstract (web summary)

Cancer associated fibroblasts (CAFs) are known to promote pro-tumorigenic inflammation. Here, the authors show that CAFs sense tissue damage and activate NLRP3 inflammasome and pro-inflammatory IL-1β secretion, and CAF-derived inflammasome signalling promotes breast tumour growth and metastasis.

## Introduction

Breast cancer remains one of the leading causes of cancer-related deaths, and the most frequently diagnosed cancer in women. The tumour microenvironment plays a crucial role in cancer growth and metastasis^1^. Cancer-associated fibroblasts (CAFs) are the most prominent cell type in the microenvironment of breast tumours, and their abundance is correlated with a higher grade of malignancy and with poor prognosis^2^. CAFs facilitate tumour progression by secreting growth-promoting factors, by enhancing angiogenesis and by remodelling the extracellular matrix (ECM)^3^. Inflammation is now established as a hallmark of cancer^4^, and CAFs were shown to be key players in mediating tumour-promoting inflammation^5–7^, due to their capability to recruit immune cells, and to affect the tumour-immune system interactions^6,8,9^. However, the triggers and the molecular signalling which regulate the inflammatory role of CAFs are still poorly characterised.

Inflammasomes are a family of multi-protein complexes, expressed by cells of the innate immune system as part of its pathogen pattern recognition and damage-sensing mechanisms^10^. The NLRP3 inflammasome functions in sensing of tissue damage during sterile inflammation by recognising self-derived danger signals termed damage-associated molecular patterns (DAMPs)^11,12^. DAMP recognition promotes the maturation and secretion of pro-inflammatory cytokines, including IL-1β, a pleiotropic pro-inflammatory cytokine that has profound effects on inflammation and immunity. During chronic inflammation that invokes extensive tissue damage and constant release of DAMPs, sustained activation of inflammasomes may enhance collateral damage; e.g. in rheumatoid arthritis^13^, systemic sclerosis^14^, and neurodegenerative diseases^15^.

The microenvironment of tumours is burdened with DAMPs due to necrosis of cancer cells and persistent tissue damage, which were shown to induce activation of the inflammasome in immune cells^16^. However, the role of immune cell-derived inflammasome signalling in tumours is controversial, and has been shown to have both pro-tumourigenic and anti-tumourigenic activities in various carcinomas^17^. Activation of the NLRP3 inflammasome in fibroblasts was reported in myocardial dysfunction^18^, and in fibrosis^19^, but it was not previously implicated in CAFs.

In this study, we set out to characterise the dynamic co-evolution of CAFs during breast carcinogenesis. We found that the NLRP3 inflammasome pathway is upregulated in CAFs during spontaneous murine mammary carcinogenesis, as well as in CAFs in human breast cancer. Moreover, we demonstrate that fibroblasts can function as DAMP sensors, and respond to tissue damage by activation of the inflammasome and secretion of IL-1β. Notably, genetic ablation of CAF-derived NLRP3 or IL-1β in different syngeneic mouse models delayed mammary tumour growth and/or attenuated lung metastasis. Functionally, we show that CAF-derived IL-1β facilitated tumour progression and metastasis by upregulating the expression of adhesion molecules in endothelial cells (ECs), and promoting the recruitment of CD11b^+^Gr1^+^ myeloid-derived suppressor cells (MDSCs). Thus, our findings uncovered a role for CAFs in breast cancer that links tissue damage with tumour-promoting inflammation via the NLRP3 inflammasome.

## Results

### The NLRP3 inflammasome is upregulated in mammary CAFs

In an effort to characterise the dynamic changes in CAFs during breast cancer progression, we profiled the transcriptome of fibroblasts isolated from distinct stages during mammary carcinogenesis, utilising the MMTV-PyMT murine model of breast cancer. This model is characterised by multistep carcinogenesis including hyperplasia at 4–5 weeks, carcinoma at 9–10 weeks, and advanced carcinoma at 12–13 weeks^20^. 

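The transcriptome data are 11 Affymetrix GeneChip Mouse Gene 1.0 ST arrays, each hybridised with cDNA from fibroblasts of 1 cohort of mice: 2 arrays of normal mammary glands and 3 each of hyperplasia, carcinoma and advanced carcinoma. In MMTV-PyMT mice the polyoma middle T oncogene is expressed in the mammary epithelium. The paper gives 6 mice per cohort for normal glands and hyperplasia, 4 for carcinoma and 3 for advanced carcinoma. Cells for the arrays were sorted as CD140a-positive (PDGFRα) and negative for the macrophage antigen that Adgre1 encodes, and the sample labels add EpCAM-negative. The authors normalised and summarised the arrays with the robust multi-average method in Partek Genomics Suite 6.5. The values are log2 expression of 35399 probe sets, with medians per array from 5.28 to 5.39. Of these probe sets, 21789 carry 1 gene symbol, and the brightest probe set of each gene gave the 19938 genes tested. Stages were compared with limma in a fit over all 11 arrays, with p-values adjusted by Benjamini-Hochberg. The study's own threshold, an unadjusted p under 0.05 with a fold change over 1.5, was counted beside it. The small number of arrays limits the precision of every value. Each stage also has its own age in the labels. Normal glands were taken at 8 weeks, hyperplasia at 4, carcinoma at 9 and advanced carcinoma at 12. No comparison here can therefore separate stage from age.

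In every probe set, the values of normal D2 and advanced carcinoma D11 sum to 2 times the mean of the other 9 arrays, to within 0.000144 on the log2 scale. Among the other pairs of the 55, the smallest value of this largest gap is 3.55. The 11 arrays therefore hold 10 independent columns of values. Wherever D2 lies below the mean of the other 9 arrays, D11 lies above it by construction. The SDs and the counts of arrays without overlap below treat both as replicates, so they are not of independent values. The methods and the sample labels name no step that would leave this tie. A fit that takes the arrays as independent has 7 residual degrees of freedom, and a fit with a term for these 2 arrays has 6. This term was added after seeing the data, and where it changes the call of a named gene or the count of a comparison or list given at the conclusions, the value with it is given too.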

Fibroblasts were isolated using fluorescence-activated cell sorting (FACS) as previously described^21^, and unbiased transcriptome analysis was performed utilising affymetrix gene arrays (Fig. 1a). Importantly, isolated fibroblasts were used directly from fresh tissues and were not cultured prior to expression profiling. 

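Most markers of luminal epithelium and of macrophages rose in fibroblasts from carcinoma and advanced carcinoma, here called CAFs, against those from normal glands and hyperplasia. A part of the T, NK and B cell markers and 2 fibroblast markers, Pi16 and Cd34, fell. Decorin (Dcn), a proteoglycan of fibroblasts, stayed among the brightest genes, at 12.40 ± 0.19 in CAFs (SD, n = 6 arrays) and 12.63 ± 0.07 in normal and hyperplasia fibroblasts (SD, n = 5). Pdgfra, which encodes the sorted antigen, differed by -0.66 without passing the test (adjusted p = 0.110), Epcam was higher by 2.16 (adjusted p = 0.00149), and Adgre1, whose antigen was sorted against, by 2.32 (adjusted p = 0.00719); these 3 were chosen after their values were seen.

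Of 16 luminal genes, 15 rose and none fell, the same number when adjusted over the list alone. The claudin Cldn3 was at 7.88 ± 0.47 in CAFs and 5.66 ± 0.48 otherwise, and the milk protein gene Csn3 rose by 2.06. Both were higher in 6 of 6 CAF arrays than in any other array. Of 7 basal epithelial genes 3 rose, Krt5 by 1.55 and Krt14 by 1.31 among them, and the same 3 passed when adjusted over the list alone. Of 12 macrophage genes, 11 rose, also when adjusted over the list alone. Lysozyme (Lyz2) was at 10.34 ± 1.02 in CAFs and 7.51 ± 0.87 otherwise, and the complement gene C1qb rose by 2.52. Of 10 T and NK cell genes 4 fell, Cd8a by 1.37 among them, and 7 when adjusted over the list alone. Of 6 B cell genes 3 fell, Cd79b by 1.31 among them, and 6 when adjusted over the list alone. With the term for normal D2 and advanced carcinoma D11, 1 gene of each of these 2 lymphocyte lists still passed. Of 13 fibroblast genes none rose and 2 fell, with a median change of -0.57, and 2 when adjusted over the list alone. Carcinoma D4 stood apart in this list, with a mean of 9.52 against 10.74 to 11.06 in the other CAF arrays. The normal and hyperplasia arrays lay at 10.95 to 11.34, so the size of the fall rests in part on D4.

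Of 10 adipocyte genes 5 fell, Fabp4 by 1.36 among them, and of 10 endothelial genes 1 fell (Tek, by 1.72), the same counts when adjusted over the list alone. Of 10 pan-leukocyte genes 2 rose, and 1 did when adjusted over the list alone. Among 12 neutrophil genes 1 rose (Ltf, by 2.91) and 1 fell, and adjusted over the list alone only the rise passed. Of 10 dendritic cell genes 1 rose and 3 fell, against 2 and 5 adjusted over the list alone. Among 7 mast cell genes 1 rose (Kit) and 2 fell, against 1 and 4 adjusted over the list alone. Of 7 pericyte genes 1 rose (Mcam, by 1.64) and 1 fell, also when adjusted over the list alone. Neither of the 2 erythroid genes measured passed, by either adjustment. Once the tied arrays had a term, 1 pan-leukocyte gene rose, no dendritic cell gene did, and no neutrophil, mast cell or pericyte gene fell. In limma's camera test with a preset correlation between genes, the luminal list (adjusted p = 1.2e-12), the macrophage list (3.14e-07) and the T and NK cell, B cell and fibroblast lists (0.0248 each) passed. With an estimated correlation none did: adjusted p = 0.534 with an estimated correlation for luminal genes, 0.545 for macrophages, 0.747 for both lymphocyte lists and 0.796 for fibroblasts.

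**Figure D1:**
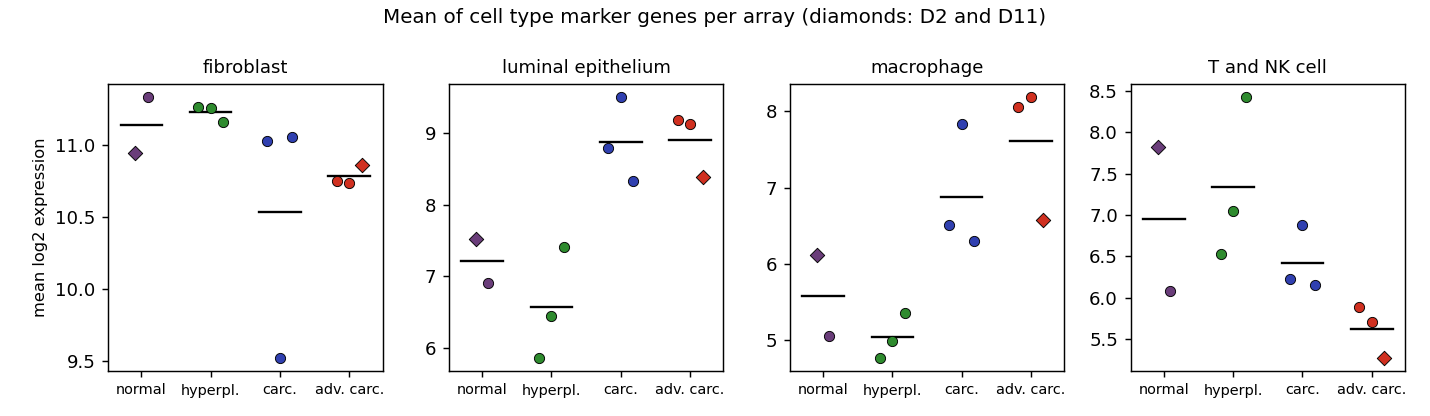
Mean log2 expression of the fibroblast, luminal epithelium, macrophage and T and NK cell marker lists in each of the 11 arrays by stage; bars are stage means and diamonds mark normal D2 and advanced carcinoma D11. The luminal and macrophage means are higher in the CAF stages, with median changes of 2.09 and 2.26, and the T and NK cell mean is lower, with a median change of -1.35.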

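Fibroblasts of advanced carcinoma differed from those of normal glands in many genes, while hyperplasia did not differ from normal glands in any gene after adjustment. Carcinoma differed in fewer genes, and its count depends on the fit. In limma 187 genes passed, against 1 with the term for normal D2 and advanced carcinoma D11 and 0 by the contrasts of the methods. In advanced carcinoma the secretoglobin Scgb1b27 and the carbonic anhydrase Car6 rose by 5.22 each on the log2 scale, and the serum amyloid Saa2 rose by 4.58. The transcription factor Zbtb16, the kinase Pdk4 and the progesterone receptor Pgr had changes of -3.21, -3.05 and -2.67. The carbonic anhydrase Car12 was at 8.52 ± 0.03 in advanced carcinoma (SD, n = 3) and 4.64 ± 0.79 in normal glands (SD, n = 2). The standard error of its change was 0.41 and the adjusted p in limma 0.00471, and it was higher in 3 of 3 arrays than in either normal array. Among these arrays normal D2 and advanced carcinoma D11 are tied, so they are not independent replicates. Without normal D5 the other 6 genes did not pass (adjusted p from 0.0605 to 0.148), nor did Car6 without advanced carcinoma D9 (0.0508) or Scgb1b27 without D2, D8, D9 or D11 (0.0511 to 0.104), and by the contrasts of the methods Car6 and Scgb1b27 did not (0.0527 and 0.0770).

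In limma, 777 genes were higher and 341 lower in advanced carcinoma than in normal glands at an adjusted p under 0.05. Their total was larger with array weights and with the arrays of these 2 stages only, and smaller with dim genes removed. With the term for normal D2 and advanced carcinoma D11 the counts were 323 and 143, and all of these 466 genes were among the 1118. In carcinoma 158 genes were higher and 29 lower, and with the term 1 was higher and none lower. The carcinoma total was larger with array weights and median-centred arrays, and smaller with every probe set. With the arrays of carcinoma and normal glands only, no gene passed. The contrasts of the one-way test in the methods gave 247 genes in advanced carcinoma and 0 in carcinoma, where limma had 3595 at an unadjusted p under 0.05. Saa2 (5.20) and Car6 (4.93) led the carcinoma genes, and neither passed with the term (0.0705 and 0.0716). Hyperplasia gave 0 genes in limma and 0 by the methods' contrasts, with 841 at an unadjusted p under 0.05 in limma (1136 with the term) and a smallest adjusted p of 0.789. The count of 1118 was 40 without normal D5, 139 without normal D2, 168 without advanced carcinoma D9, 208 without D8 and 625 without D11, 743 without hyperplasia D6 and 729 without D7, and 3143 without carcinoma D4. The count of 187 in carcinoma was 0 without either normal array, 1 without carcinoma D3 or advanced carcinoma D8, 2 without hyperplasia D7 or advanced carcinoma D9, 31 without advanced carcinoma D11, 88 without hyperplasia D6, 368 without carcinoma D4 and 587 without carcinoma D10.

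The first principal component of the 19938 genes, centred and not scaled, held 65.2% of the variance and the second 12.9%. All 5 normal and hyperplasia arrays had negative scores on the first component and all 6 CAF arrays positive ones, from 1.87 in carcinoma D10 to 61.6 in carcinoma D4. The scores of normal D2 (-22.2) and advanced carcinoma D11 (22.2) are equal and opposite, which their tie fixes.

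**Figure D2:**
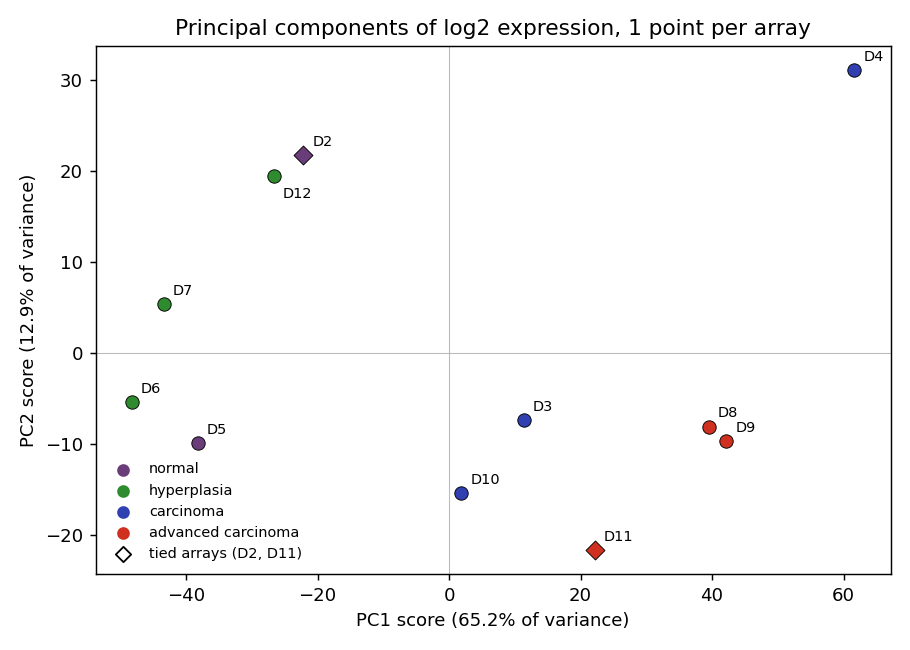
Scores of the 11 arrays on the first and second principal components of log2 expression, coloured by stage; diamonds mark normal D2 and advanced carcinoma D11. The CAF arrays lie to the right of 0 and the normal and hyperplasia arrays to the left.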

Analysis of the results revealed that fibroblasts exhibited unique gene expression signatures that corresponded to distinct tumourigenic stages (Fig. 1b). Interestingly, there was only partial overlap in gene expression between the stages characterised. 

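At the study's threshold, part of the genes passed against normal glands in 1 stage and not in the others. These were 116 genes in hyperplasia, 132 in carcinoma and 830 in advanced carcinoma, out of 200, 1391 and 2106 in all. Passing in 1 stage alone does not show a difference between stages: in the direct comparison of advanced carcinoma with carcinoma no gene passed after adjustment, and hyperplasia was compared directly with neither. With array weights, 1 of the alternatives, many genes did pass between advanced carcinoma and carcinoma, so the absence of calls depends on the fit. In hyperplasia 841 genes had an unadjusted p under 0.05, and 1136 with the term for normal D2 and advanced carcinoma D11, where chance gives 997. With that term the counts of stage-specific genes were 161, 165 and 884, out of 293, 1227 and 1966. The hyperplasia total was 85 without normal D5, 329 without normal D2 and 325 without hyperplasia D12, and the carcinoma total was 844 without normal D5, 915 without carcinoma D4 and 2306 without carcinoma D10.

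Between advanced carcinoma and carcinoma limma called 0 genes and one-way ANOVA contrasts 0, with 1124 genes at an unadjusted p under 0.05 in limma and a smallest adjusted p of 0.370. The differences in the matrix protease Mmp13 (2.23), the growth factor Fgf23 (2.11) and the methyltransferase Inmt (-1.82) are therefore values only. The same holds in hyperplasia against normal glands for Car6 (2.51), the kinase Nrk (1.92) and the casein genes Csn1s2a (-2.26) and Csn2 (-2.23). Hyperplasia and normal glands also differ in age, 4 against 8 weeks.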

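On average, the arrays of carcinoma and advanced carcinoma lay nearer to each other than to those of normal glands and hyperplasia. Measured as 1 minus Pearson's r across genes, the mean distance within the 6 CAF arrays was 0.0198 over 15 pairs, and within the 5 normal and hyperplasia arrays it was 0.0142 over 10 pairs. Between these groups it was 0.0474 over 30 pairs. Carcinoma was at 0.0194 from advanced carcinoma, 0.0407 from normal glands and 0.0492 from hyperplasia. These means rest in part on carcinoma D4, at 0.0248 to 0.0357, 0.0628 to 0.0933 and 0.0724 to 0.104 from these stages. Carcinoma D3 and D10 were at 0.00942 to 0.0208, 0.0189 to 0.0281 and 0.0228 to 0.0364. Single pairs went against the means. Carcinoma D10 was at 0.0189 from normal D2, against 0.0208 from advanced carcinoma D9 and 0.0500 from carcinoma D4. Carcinoma D3 was at 0.0199 from normal D2 and 0.0393 from carcinoma D4. Advanced carcinoma was at 0.0441 from normal glands and 0.0523 from hyperplasia. Normal and hyperplasia arrays were at 0.0142 from each other over 6 pairs, and the normal arrays, 1 of which is the tied D2, at 0.0152 in their 1 pair.

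The separation, the mean distance between groups less the mean within them, was 0.0299, and none of the other splits of the arrays into 6 and 5 reached it (exact permutation test, one-sided, p = 0.00216, the smallest that 462 splits can give). The highest of the others was 0.0290. The permutation takes the arrays as exchangeable, and normal D2 and advanced carcinoma D11 are tied. Hierarchical clustering into 2 groups divided the CAF arrays from the rest. The mean distance among the 3 carcinoma arrays was 0.0319 and among the 3 advanced carcinoma arrays 0.00885, and this order rests on carcinoma D4, since without it carcinoma D3 and D10 were at 0.00633. At 3 clusters carcinoma D4 stood alone.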

CAFs isolated from tumours (carcinoma and advanced carcinoma) were more similar to each other than to fibroblasts isolated from normal mammary glands, or from mammary hyperplastic lesions. 

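Carcinoma and advanced carcinoma fibroblasts shared most of their changed genes, always in the same direction. At the study's threshold 872 genes were higher and 379 lower than in normal glands in both stages, and 0 moved in opposite directions. Of these 1251 genes (1040 with the term for normal D2 and advanced carcinoma D11), 1200 did not pass in hyperplasia. The count of 1200 was 770 without normal D5, 794 without carcinoma D4 and 1554 without carcinoma D10. Hyperplasia shared 84 genes with carcinoma or advanced carcinoma, of which 51 passed in all 3 comparisons, 8 with carcinoma alone and 25 with advanced carcinoma alone. With one-way ANOVA contrasts the counts were 1026 in place of 1200 and 60 in place of 84, and with the term they were 972 and 132, the latter made up of 68 in all 3, 22 with carcinoma alone and 42 with advanced carcinoma alone.

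All 3 comparisons share the 2 normal arrays, which alone makes their changes alike. In 100 simulated data sets without any stage effect, 23.1 genes were higher and 22.8 lower in both carcinoma and advanced carcinoma on average. The correlation of their fold changes across genes was 0.605 there, against 0.92 in the data. Genes are not independent replicates, so no p-value is given for it. Among the genes of hyperplasia and carcinoma 2 were higher in both, 31 were lower in both and 26 moved in opposite directions, and the correlation across genes was -0.07, against 0.512 in the simulations. For hyperplasia and advanced carcinoma 4 were higher in both, 45 lower in both and 27 opposite. The count of 1251 was 799 without normal D5. The count of 84 was 46 without normal D5, 163 without normal D2, 171 without hyperplasia D12 and 137 without carcinoma D4.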

1157 differentially expressed genes overlapped between CAFs isolated from tumours (carcinoma and advanced carcinoma), while only a total of 69 genes overlapped between fibroblasts isolated from preneoplastic lesions and CAFs (Fig. 1c). These results suggest that fibroblasts co-evolve with tumour progression, and that a unique molecular programme is initiated in breast CAFs.

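The genes that rose in CAFs against normal and hyperplasia fibroblasts include most genes of the cell cycle list and part of the hypoxia and glycolysis list. The serum amyloid Saa2 was at 8.11 ± 0.82 in CAFs (SD, n = 6) and 4.03 ± 1.04 in the others (SD, n = 5), and the chitinase-like Chil1 at 10.54 ± 0.15 and 7.20 ± 1.07. The glutamine transporter Slc38a3 rose by 3.46 (standard error 0.31, adjusted p = 0.000157), and the trafficking gene Elapor1 by 3.25. The sphingomyelinase Smpd3 fell by 2.67 and the matrix proteoglycan keratocan (Kera) by 2.50 (standard error 0.40, adjusted p = 0.00167). Each of these genes lay outside the range of the other group in 6 of 6 CAF arrays.

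In all, 2402 genes were higher and 2559 lower in CAFs in limma at an adjusted p under 0.05. With the term for normal D2 and advanced carcinoma D11 these were 2089 and 1961, and all 4050 were among the 4961. The luminal and macrophage markers rose in the same arrays. In a fit added after seeing the data, with their means as covariates, 230 genes passed and none of the 6 genes named above did (adjusted p from 0.0846 to 0.751). The changes of Saa2, Slc38a3, Chil1, Elapor1 and Kera were then 3.51, 2.50, 2.29, 1.97 and -1.85, with standard errors from 1.67 to 2.14 times those before, and that of Smpd3 was -0.56. These covariates correlate with the groups (r = 0.829 and 0.890), which costs precision, so a lost call does not show that the change comes from other cells. Of the CAF arrays, carcinoma D4 had the lowest fibroblast mean (9.52) and the highest luminal mean (9.51). Saa2 (9.14), Slc38a3 (7.93), Chil1 (10.76) and Elapor1 (8.41) were highest there too. Saa2, Slc38a3 and Chil1 were higher in advanced carcinoma D11 than in D8 and D9, and Elapor1 was lower. The luminal mean of D11 was the lower (8.38 against 9.18 and 9.13). Epithelial RNA stays open as a source of these rises.

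Of 25 cell cycle genes 20 rose and none fell, and 22 rose when adjusted over the list alone. Plk1 rose by 1.17 and Ccna2 by 1.04. Of 19 hypoxia and glycolysis genes 10 rose and none fell, against 10 and 2 adjusted over the list alone. The glucose transporter Slc2a1 was at 9.49 ± 0.36 in CAFs and 8.15 ± 0.16 otherwise, and Pfkl rose by 1.86. Both lists passed the camera test with a preset correlation (adjusted p = 4.61e-12 and 0.00089). Neither did so otherwise: adjusted p = 0.545 with an estimated correlation for the cell cycle, and 0.534 for hypoxia and glycolysis. Given the term for the tied arrays, 19 and 9 genes rose. The cell cycle mean was highest in carcinoma D4 (7.39), the array with the highest luminal mean (9.51) and the lowest fibroblast mean (9.52). The hypoxia and glycolysis mean was highest in advanced carcinoma D9 (8.24), followed by carcinoma D4 (8.13). The cell source of these rises was not tested, so epithelial RNA stays open for both lists.

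Matrix and signalling genes went in both directions. Of 28 collagen and fibrillar matrix genes 4 rose and 1 fell, Col11a1 up by 1.43 among them, against 3 and 1 adjusted over the list alone. Carcinoma D4 stood apart there, with a list mean of 8.35 against 9.89 to 10.03 in the other CAF arrays. Col8a1, Tnc and Col12a1 were at 6.19, 7.07 and 7.06 in D4. In every other CAF array they lay above all normal and hyperplasia arrays. Carcinoma D4 was also lowest in the means of proteases and inhibitors (7.14 against 8.46 to 8.64) and growth factors (7.24 against 8.23 to 8.48). Of 23 matrix proteases and inhibitors 3 rose and 5 fell, the same when adjusted over the list alone. Among 18 myofibroblast and contractile genes 5 rose and 2 fell, against 5 and 3 adjusted over the list alone, with Tpm1 up by 0.60 and Myl9 changed by -1.05. Of 26 growth factors and developmental signals 2 rose and 7 fell, the same when adjusted over the list alone, with Inhba up by 0.90 and Igf2 changed by -1.74. Igf2 was at 6.83 to 7.16 in hyperplasia and 5.25 and 6.27 in normal glands, against 4.45 to 5.07 in CAFs. The size of its fall thus rests in part on hyperplasia, sampled at 4 weeks. Of 11 complement genes 3 rose and 2 fell, against 4 and 4 adjusted over the list alone. None of these 5 lists passed the camera test. With the term 3 collagen and matrix genes rose, 4 proteases and inhibitors fell, and 3 myofibroblast genes rose and 1 fell. From the shared and stage-specific genes, the paper proposes that fibroblasts change together with the tumour and that CAFs start a programme of their own.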

**Fig. 1:**
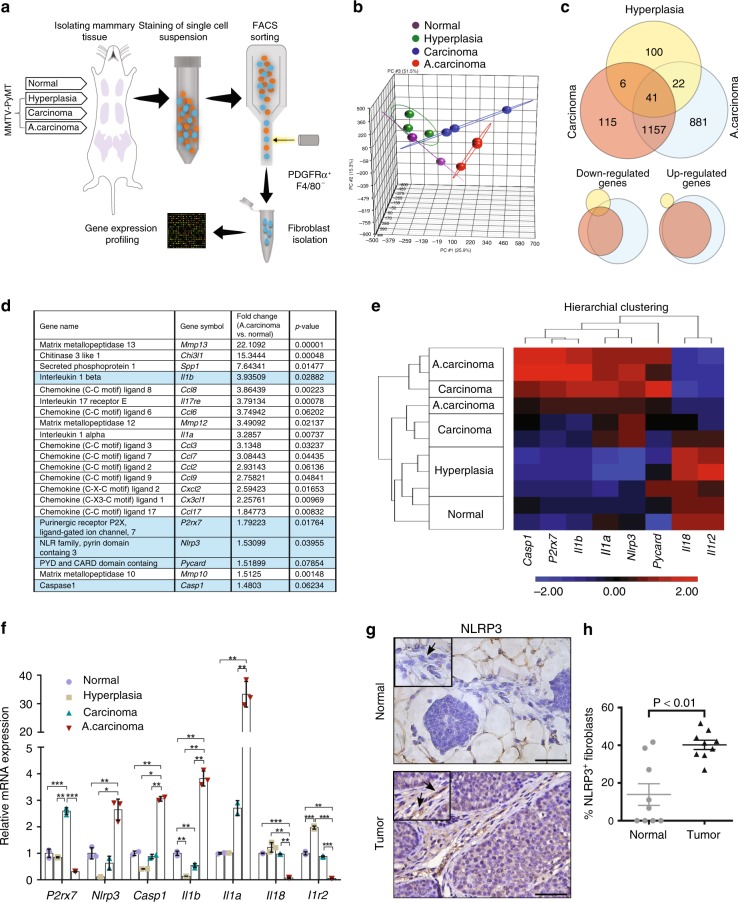
The NLRP3 inflammasome pathway is upregulated in fibroblasts during mammary carcinogenesis. **a** Scheme of fibroblast isolation procedure. **b** Principal component analysis (PCA) of samples included in the microarray transcriptome analysis. Each focal point represents a cohort of mice. Normal *n* = 6 mice/cohort, Hyperplasia *n* = 6 mice/cohort, Carcinoma *n* = 4 mice/cohort, advanced carcinoma (A. Carcinoma) *n* = 3 mice/cohort. **c** Venn diagrams depicting overlap of differentially expressed genes in fibroblasts isolated from distinct stages of MMTV-PyMT mammary carcinoma. **d** Pro-inflammatory genes upregulated in CAFs isolated from MMTV-PyMT tumours. Inflammasome-related genes are highlighted. **e** Heat map of *Nlrp3/Il1b* pathway-related genes. **f** qRT-PCR analysis of *Nlrp3/Il1b* pathway related genes in fibroblasts isolated by FACS (PDGFRα^+^CD45^*−*^EpCAM^*−*^) from MMTV-PyMT mice or normal mammary glands. Data are presented as mean ± s.d of technical repeats; One-way analysis of variance followed by Tukey’s test. *p < 0.05, **p < 0.005, ***p < 0.0005, *n* = pools of 3 mice/group. Results are representative of three independent biological experiments. **g** Representative IHC staining of NLRP3 in PyMT tumours or in normal mammary glands. Arrows indicate fibroblasts. Scale bar, 25 µm. **h** Quantification of staining shown in **g**. Multiple fields of 3 mice/group were analysed for the percentage of NLRP3 expressing fibroblasts out of total fibroblasts. Data are presented as mean ± s.e.m; Mann–Whitney test. Source data are provided as a Source Data file

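Most of the pro-inflammatory genes of Fig. 1d rose in CAFs against normal and hyperplasia fibroblasts, among them matrix proteases, chemokines and interleukins. The collagenase Mmp13 was at 6.91 ± 1.31 in CAFs (SD, n = 6) and 3.68 ± 0.20 in the others (SD, n = 5), higher in 6 of 6 CAF arrays, with a change of 3.23 (standard error 0.54, adjusted p = 0.00197). Ccl6 rose by 2.27, Ccl2 by 1.89, Ccl9 by 1.86, Mmp12 by 1.82, Ccl7 by 1.69, Cx3cl1 by 1.62 and Ccl3 by 1.53. The interleukin 17 receptor subunit Il17re was at 6.92 ± 0.30 and 4.97 ± 0.37, also without overlap. Ccl2 did not pass without hyperplasia D7 (adjusted p = 0.0510), nor Ccl7 without hyperplasia D6, D7 or D12 or advanced carcinoma D8 or D9 (0.0545 to 0.0598) or by the methods' contrasts (0.0504).

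Of the 20 genes measured, 18 rose and none fell, and 19 rose when adjusted over the list alone. The study chose this list on these arrays, so these counts are not independent evidence. With the term for normal D2 and advanced carcinoma D11, 17 rose. The list passed the camera test with a preset correlation (adjusted p = 8.97e-12) and not otherwise (adjusted p = 0.534 with an estimated correlation). Against normal glands alone, 6 of the 20 rose in advanced carcinoma, 5 with the term, and 20 when adjusted over the list alone. Ccl8 rose there by 1.95 (adjusted p = 0.0224) and Mmp10 by 0.60 (adjusted p = 0.0244), each higher in 3 of 3 arrays. Neither passed without normal D2 or D5 or advanced carcinoma D8 or D9 (0.0748 to 0.175) or by the methods' contrasts (0.0743 and 0.0632), nor did Mmp10 with median-centred arrays (0.0697). That list test gave an adjusted p of 4.93e-13, and an adjusted p = 0.311 with an estimated correlation. Macrophage markers rose in the same CAF arrays, and with the macrophage and luminal means as covariates none of the 9 genes named first passed (adjusted p from 0.0552 to 0.985). Ccl6 and Ccl3 then changed by -0.11 and -0.40, Ccl9 by 0.03, Mmp12 by 0.29, Cx3cl1 by 0.54 and Il17re by 0.87, while Mmp13 (3.49), Ccl2 (2.55) and Ccl7 (2.31) changed no less than before, with standard errors of 1.05, 1.16 and 1.09. For these 3 genes the lost call comes from lower precision and does not point to RNA of other cells.

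In each of 4 other lists, fixed before the data were examined, a part of the genes passed. The list of cytokines and NF-kB regulators shares Ccl2, Ccl3, Ccl7 and Cxcl2 with Fig. 1d, and all of these are among its rises. The list of adhesion, suppression and invasion genes shares Ccl3 and Cxcl2, both among its rises, and Mmp10, which did not pass. The results of these lists are thus not independent of that of Fig. 1d. Of 26 cytokines and regulators of the NF-kB response 6 rose and 1 fell, the same when adjusted over the list alone, and 5 rose with the term. Of 21 interferon response genes none rose and 4 fell, also when adjusted over the list alone, Ifit3 by 1.46 and Usp18 by 1.22 among them. Among 15 immediate early and heat shock genes 2 rose and 1 fell, against 4 and 2 adjusted over the list alone, with Ier3 up by 1.50. Of 15 genes of adhesion, suppression and invasion that the paper measured in other cells, 4 rose and 1 fell, the same when adjusted over the list alone. This list passed the camera test (adjusted p = 0.0248, and adjusted p = 0.558 with an estimated correlation).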

Further analysis of specific pathways that were activated in mammary CAFs revealed activation of pro-inflammatory genes, in agreement with previous studies^5–7^ (Fig. 1d). 

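P2rx7, Casp1, Il1b, Il1a and Nlrp3 rose in CAFs, taken together, against normal and hyperplasia fibroblasts. P2rx7, the ATP-gated channel that triggers the inflammasome, was at 7.59 ± 0.17 in CAFs (SD, n = 6) and 6.40 ± 0.51 in the others (SD, n = 5), with a change of 1.20 (standard error 0.20, adjusted p = 0.00201), and all 6 CAF arrays lay above the others. Casp1, the protease that cleaves pro-IL-1β, was at 7.50 ± 0.25 and 6.49 ± 0.53, with a change of 1.01 (standard error 0.22, adjusted p = 0.00792), and 5 of 6 CAF arrays lay above all others. Il1b was at 6.48 ± 1.14 and 4.74 ± 0.52, a change of 1.74 (standard error 0.50, adjusted p = 0.0278), with 5 of 6 above all others. Il1a, at 5.02 ± 0.86 in CAFs, had a change of 1.22 (standard error 0.36, adjusted p = 0.0282), also with 5 of 6. Nlrp3 was at 4.41 ± 0.37 and 3.92 ± 0.11, a change of 0.49 (standard error 0.16, adjusted p = 0.0461), with 4 of 6. Il1a and Nlrp3 lie below the median level of genes (5.64), and the sizes of changes at such levels are not compared with those of brighter genes. The adaptor Pycard changed by 0.34 and did not pass (adjusted p = 0.176).

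With the term for normal D2 and advanced carcinoma D11, Nlrp3 no longer passed (adjusted p = 0.0655), while Il1b (0.0416) and Il1a (0.0421) did. Nlrp3 also failed without normal D2 or D5, hyperplasia D6, D7 or D12, carcinoma D4, or advanced carcinoma D8, D9 or D11 (adjusted p from 0.0560 to 0.0981). Il1b failed without D5, D6, D7, D12 or D8 (0.0510 to 0.0671), and Il1a without these or D9 (0.0517 to 0.0617). By the methods' contrasts Il1b (0.0545), Il1a (0.0548) and Nlrp3 (0.0758) failed too. The macrophage markers rose in the same arrays, and with the macrophage mean as a covariate the mean of Il1b, Il1a and Nlrp3 changed by -0.40 in place of 1.15 in CAFs, and that of P2rx7 and Casp1 by 0.55 in place of 1.10. With the macrophage and luminal means together P2rx7 changed by 0.21 (standard error 0.31), Casp1 by 0.07 (0.39), Il1a by 0.15 (0.31), Il1b by -0.38 (0.31) and Nlrp3 by -0.14 (0.14), and none passed (adjusted p from 0.707 to 0.968).

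Against normal glands alone, Il1a rose in advanced carcinoma by 1.72 (adjusted p = 0.0456, and 0.0791 with the term for the 2 tied arrays), and it failed without any of 8 arrays (D2, D5, D6, D7, D12, D3, D8 and D9, adjusted p from 0.0601 to 0.249) and by the methods' contrasts (0.109). Il1b (1.98, adjusted p = 0.106), P2rx7 (0.84, adjusted p = 0.0809), Nlrp3 (0.61, adjusted p = 0.139), Casp1 (0.57, adjusted p = 0.186) and Pycard (0.60, adjusted p = 0.214) were higher in 3 of 3 arrays than in either normal array without passing. Among the alternatives, Il1b, P2rx7, Nlrp3 and Casp1 passed with array weights. Il1b and Nlrp3 did without carcinoma D4, Il1b without advanced carcinoma D11 and P2rx7 without hyperplasia D12. In carcinoma none of the 8 genes of Fig. 1e passed: P2rx7 changed by 0.75 (adjusted p = 0.169), Il1b by 0.65 (0.626), Il1a by 0.56 (0.494), Pycard by 0.55 (0.303), Casp1 by 0.44 (0.350) and Nlrp3 by 0.22 (0.633). Carcinoma D3 and D10 lay near normal D2 in Il1b (5.60 and 5.19, against 5.57) and Il1a (4.10 and 3.98, against 4.03). In hyperplasia P2rx7 and Casp1 changed by -0.67 and -0.84, and neither passed (adjusted p = 0.999).

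Of the 8 genes of Fig. 1e, 5 rose and 2 fell in CAFs, the same when adjusted over the list alone, and the study chose this list on these arrays, so it is not independent evidence. The camera test of this list did not pass (adjusted p = 0.0904, and 0.545 with an estimated correlation), and it did with median-centred arrays (0.0147). Of 20 inflammasome components 7 rose and 3 fell, against 9 and 3 adjusted over the list alone, with Naip2 up by 0.96. Of 16 IL-1 family ligands and receptors 5 rose and 2 fell, against 5 and 3 adjusted over the list alone, with the antagonist Il1rn up by 0.65. In the fit with the tied arrays' term 4 genes of Fig. 1e rose, 5 inflammasome components rose and 2 fell, and 4 IL-1 family genes rose. Those lists hold Il1b and other genes of Fig. 1e too.

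**Figure D3:**
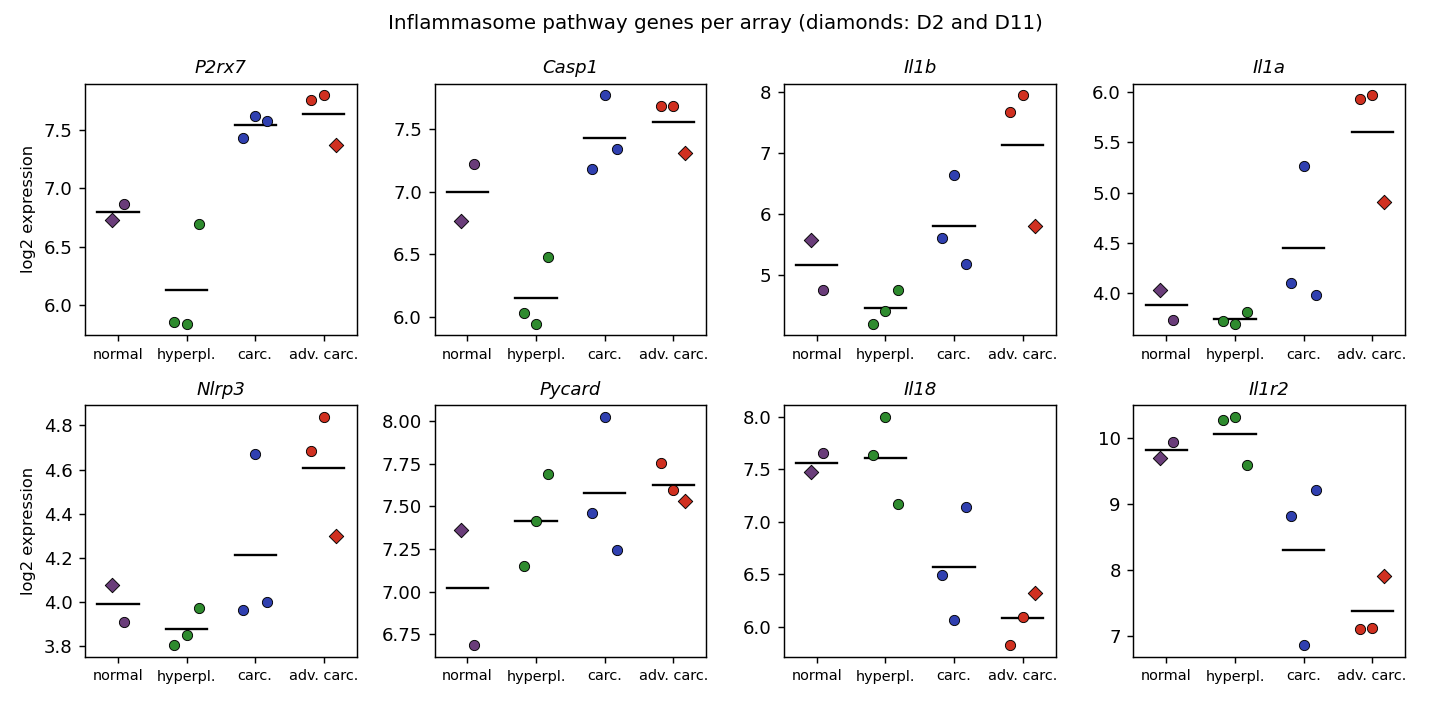
Log2 expression of the 8 genes of Fig. 1e in each of the 11 arrays by stage; bars are stage means and diamonds mark normal D2 and advanced carcinoma D11. For Nlrp3, 2 of the 3 carcinoma arrays lie at the level of the normal and hyperplasia arrays.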

Remarkably, we found that multiple genes that belong to the NLRP3 inflammasome pathway, including *P2rx7*, *Nlrp3*, *Casp1*, *Il1a* and *Il1b* are upregulated in CAFs isolated from mammary carcinoma, but not in normal mammary tissue, or in fibroblasts isolated from mammary hyperplasia (Fig. 1d, e). Notably, *Il18*, which is also activated by the NLRP3 inflammasome^17^, was downregulated in mammary CAFs.

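Il18 and Il1r2 fell in CAFs. Il18 was at 6.32 ± 0.46 in CAFs (SD, n = 6) and 7.59 ± 0.30 in normal and hyperplasia fibroblasts (SD, n = 5), a change of -1.26 (standard error 0.22, adjusted p = 0.00249). Il1r2, the decoy receptor of IL-1, was at 7.84 ± 0.99 and 9.96 ± 0.33, a change of -2.12 (standard error 0.42, adjusted p = 0.00493). Both were lower in 6 of 6 CAF arrays than in any other array, and both passed without each array in turn and with the term for normal D2 and advanced carcinoma D11. Against normal glands alone, Il18 changed by -1.48 in advanced carcinoma (adjusted p = 0.0342, and 0.0686 with the term), and it failed without D2, D5, D6, D3, D8, D9 or D11 (adjusted p from 0.0531 to 0.205) and by the methods' contrasts (0.0922). Il1r2 changed there by -2.43 without passing (adjusted p = 0.0508). With the macrophage and luminal means as covariates, Il18 and Il1r2 changed by -0.35 (standard error 0.35) and -0.31 (standard error 0.49) in CAFs and did not pass.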

The activity of the NLRP3 inflammasome in fibroblasts was previously reported in pathologies that involve tissue damage, such as myocardial dysfunction^18,22,23^, oral lesions^24^, and fibrosis^19^. However, the NLRP3 inflammasome was not previously implicated in CAFs. Intrigued by these observations, we decided to focus on characterising the NLRP3/IL-1β pathway in CAFs. Validation of the transcriptome profiling results by qRT-PCR in mammary CAFs isolated from mammary tumours or from normal mammary glands by FACS (Supplementary Fig. 1a) confirmed the upregulation of genes related to the NLRP3 inflammasome pathway (Fig. 1f). Additionally, immunohistochemistry (IHC) of advanced mammary carcinoma tissue sections from MMTV-PyMT mice confirmed that in addition to its activation in tumour cells, NLRP3 is upregulated in CAFs, but not in normal mammary fibroblasts (NMFs) (Fig. 1g, h, Supplementary Fig. 2a). Moreover, intracellular flow cytometry analysis validated the upregulation of NLRP3 in CAFs isolated from mammary tumours (Supplementary Fig. 2b,c). Interestingly, transcriptome analysis of normal dermal fibroblasts compared with CAFs isolated from squamous cell carcinoma confirmed that activation of the inflammasome is not limited to breast cancer (Supplementary Fig. 2d).

### The NLRP3 inflammasome is upregulated in human breast CAFs

To assess if upregulation of the NLRP3 pathway in the stroma of breast tumours is relevant to human breast cancer, we analysed a publicly available data set of tumour stroma samples that were obtained by laser micro-dissection of breast tumours from 53 patients^25^. Analysis revealed a significant up-regulation in the expression of genes from the NLRP3 inflammasome pathway (*NLRP3*, *PYCARD*, *CASP1*, and *IL-1β*) in the stroma of human breast tumours compared with normal stroma (Fig. 2a–d), suggesting a functional role for this pathway in tumour progression.

**Fig. 2:**
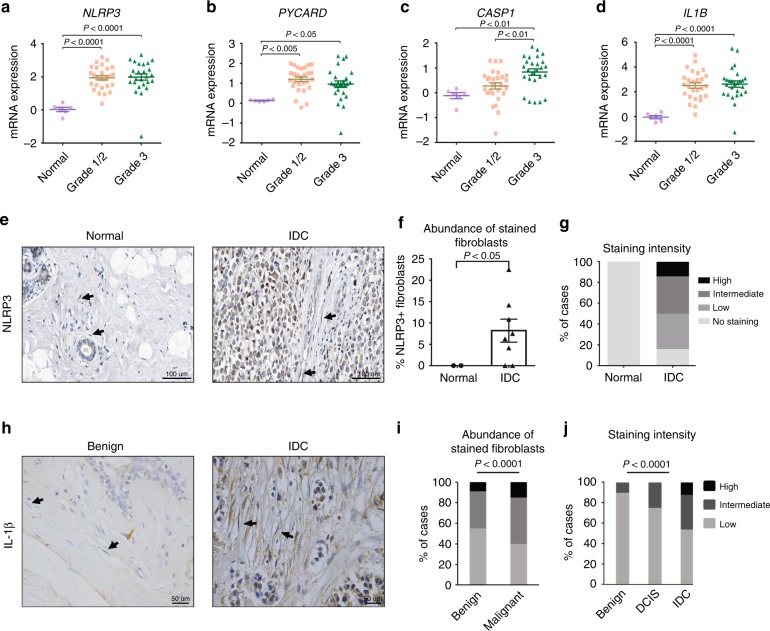
The NLRP3 inflammasome pathway is up-regulated in CAFs in human breast tumours. **a**–**d** Expression levels of *Nlrp3/Il1b* pathway-related genes in tumour-associated stroma of breast cancer patients with infiltrating ductal carcinoma (IDC) staged 1/2 vs. 3 (*n* = 53) or in normal breast stroma (*n* = 6). Data was obtained from NCBI GEO (Dataset accession number GSE 9014) and is presented as mean ± s.e.m.; One-way analysis of variance test followed by Tukey’s multiple comparisons test. **e**–**g** Analysis of NLRP3 expression in fibroblasts in human IDC or in normal breast tissue sections. Images were obtained from the Human Protein Atlas. **e** Representative images, arrows in insets indicate fibroblasts. **f** Quantification of the percentage of NLRP3-expressing fibroblasts out of total fibroblasts for each sample. *n* = 2 samples for normal and 8 samples for IDC, error bars represent s.e.m; Welch’s *t*-test. **g** Quantification of staining intensity for NLRP3 in fibroblasts shown in **e**. **h**–**j** Staining for IL-1β in benign or malignant (DCIS/IDC) tissue sections from human breast cancer patients. **h** Representative images of stained benign and IDC breast tissue sections. Arrows indicate fibroblasts. Scale bar, 50 µm. **i**, **j** Quantification of the abundance **i** and staining intensity **j** of labelled fibroblasts, *n* = 73 (benign: *n* = 31, DCIS: *n* = 16, IDC: *n* = 26); Mann–Whitney test (**i**) or Kruskal–Wallis test followed by Dunn’s multiple comparisons test (**j**). Data are presented as mean ± s.e.m; Mann–Whitney test. Source data are provided as a Source Data file

Notably, analysis of pro-inflammatory genes that were upregulated in mammary CAFs using the STRING database of human protein networks, showed enrichment of inflammatory pathways, including NLRP3/IL-1β signalling, confirming the functional connectivity between genes of this pathway in breast cancer (Supplementary Fig. 2e). To analyse the expression of inflammasome genes at the protein level, we utilised a database of human IHC images^26^, and found that NLRP3 expression in the stroma of breast tumours is elevated as compared with normal breast stroma (Fig. 2e). Quantitative analysis of fibroblast-specific staining indicated that NLRP3 is significantly upregulated in breast CAFs but not in normal breast fibroblasts (Fig. 2f, g). Furthermore, we analysed a cohort of 79 breast cancer patients and quantified the staining intensity and the abundance of IL-1β-expressing fibroblasts. These analyses indicated that IL-1β is significantly upregulated in CAFs in human breast carcinomas, in correlation with disease progression (Fig. 2h–j). Notably, as was previously demonstrated, inflammasome activation was also apparent in tumour cells^27^. Taken together, these findings implicate the activation of the NLRP3 inflammasome pathway in CAFs in human breast carcinogenesis.

### Fibroblasts function as DAMP sensors **via** NLRP3 activation

While DAMPs are known to be prominent activators of the NLRP3 inflammasome^28^, fibroblasts were not previously implicated in sensing of tumour-derived DAMPs. Therefore, we next set out to determine whether DAMPs could trigger the activation of the NLRP3 inflammasome in mammary fibroblasts. NMFs isolated from mammary glands of non-transgenic mice were exposed to known DAMPs^28^: Adenosine triphosphate (ATP), monosodium urate (MSU) and H_2_O_2_. In addition, we analysed the effect of necrotic fluid extracted from advanced PyMT tumours, as it contains multiple DAMPs derived from necrotic cancer cells (Supplementary Fig. 3a, b). Multiple analyses indicated that fibroblasts can sense and respond to tissue damage signals: the expression of *Nlrp3* was significantly upregulated by all the tested DAMPs (Fig. 3a), and the expression of IL-1β was upregulated by ATP and necrotic fluid (Fig. 3b). Pro-caspase-1 was cleaved to its active form, manifested in the detection of the p10 subunit (Fig. 3c). We further assessed IL-1β secretion by ELISA, and found that all the different DAMPs tested and specifically tumour-derived necrotic fluid induced the secretion of IL-1β from fibroblasts (Fig. 3d). Moreover, we analysed the response of Gasdermin D, a component of the NLRP3 inflammasome pathway that is cleaved by active caspase- 1^29^. We found that in response to incubation with DAMPs, the cleavage of Gasdermin D in mammary fibroblasts was enhanced, further suggesting that fibroblasts respond to DAMPs by activation of the NLRP3 inflammasome pathway (Supplementary Fig. 3c). Interestingly, secretion of IL-1β was not directly linear with Casp-1 processing, suggesting that DAMPs also induce Casp-1-independent processing of IL-1β, as previously reported^30^. Notably, activation of pro-inflammatory signalling, previously shown to be a hallmark of CAFs^5,7^, was not limited to the NLRP3 inflammasome: exposure of NMFs to DAMPs resulted in upregulation of a pro-inflammatory gene signature (Fig. 2e). Thus, tumour-related DAMPs can activate fibroblasts to functionally express the NLRP3 inflammasome and pro-inflammatory signalling.

**Fig. 3:**
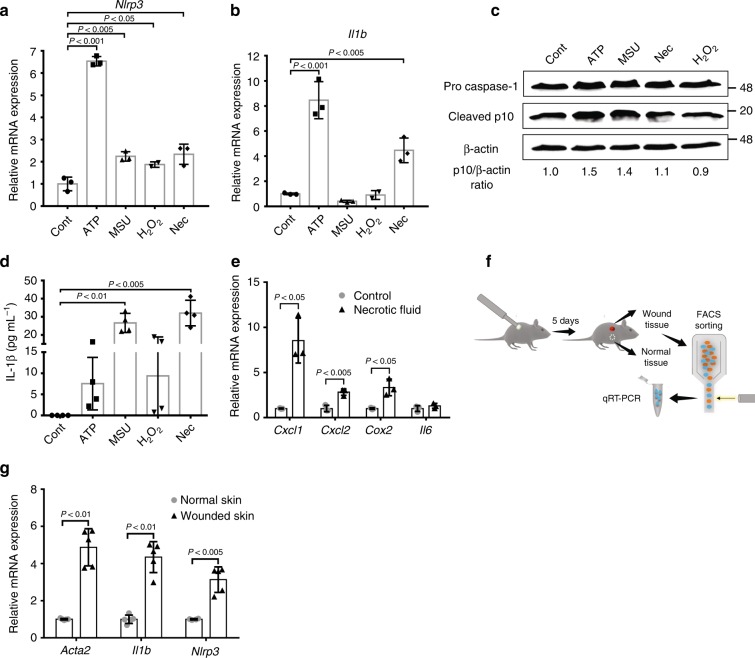
Fibroblasts function as DAMP sensors via NLRP3 inflammasome signalling. **a**–**e** Primary FVB/n NMFs were incubated for 24 h in control medium or in medium containing one of the following DAMPs: ATP 1 mM, H_2_O_2_ 300 μM, MSU 5 μg/mL, 5% necrotic fluid (extracted from late-stage PyMT tumours). *Nlrp3* **a** and *Il1b* **b** expression in fibroblasts were analysed by qRT-PCR. Data are presented as mean ± s.d.; One-way analysis of variance test followed by Dunnett’s multiple comparisons test. Representative of three independent experiments. **c** Caspase-1 processing was assessed by western blot of cell lysates with anti-Caspase-1. β-actin was utilised as a loading control. The samples shown are derived from the same experiment. Data are representative of three independent experiments. **d** ELISA quantification of IL-1β secretion. Data are presented as mean ± s.d. of biological replicates (*n* = 4 per group); Kruskal–Wallis test followed by Dunn’s multiple comparisons test. Representative of three independent experiments. **e** Primary FVB/n NMFs were incubated for 24 h with 5% necrotic fluid or control medium and expression of selected genes was analysed using qRT-PCR. Data are presented as mean ± s.d. of biological replicates (*n* = 3 per group); Welch’s *t*-test. Representative of two independent experiments. **f** Schematic illustration of cutaneous wound assay. Cutaneous wounds were generated in 8 weeks old FVB/n mice using the dermal punch method. Wounded or control skin fibroblasts were isolated by FACS as PDGFRα^+^CD45^*−*^EpCAM^*−*^ cells. **g** qRT-PCR analysis of the expression of selected genes in wound-derived fibroblasts as compared to their expression in fibroblasts from normal skin. *n* = pool of 8 mice per group. Data are presented as mean ± s.d. of biological repeats; Welch’s *t*-test. Representative of three independent biological experiments. Source data are provided as a Source Data file

Tumours often hijack physiological pathways to promote their growth. Fibroblasts are key sentinels of tissue integrity and their activation following tissue damage is central to the induction of inflammation and wound healing. Since tumours were compared to wounds that do not heal^31^, we next asked whether DAMP sensing is a physiological characteristic of fibroblasts. To that end, we performed cutaneous wound assays and isolated fibroblasts derived from wounded skin or control skin (Fig. 3f). Gene expression analysis revealed upregulation of *Nlrp3* and *Il1b* in wound-associated fibroblasts, as well as upregulation of αSMA (*Acta2*), a marker of activated fibroblasts (Fig. 3g). These results suggest that sensing and responding to tissue damage signals via the NLRP3 inflammasome is a physiological feature of activated fibroblasts, instigated in CAFs by tumour-induced tissue damage.

### CAF-derived inflammasome signalling promotes tumour growth

We next sought to investigate the functional role of CAF-derived NLRP3/IL-1β pathway in tumour growth in vivo. To that end, we performed orthotopic co-injections of fibroblasts and tumour cells into *Nlrp3*^*−/−*^ mice. We utilised the syngeneic PyMT-derived mammary tumour cell line AT3 (C57BL/6 background)^32^. To specifically analyse the role of CAF-derived NLRP3, AT3 tumour cells were transduced with shRNA to silence *Nlrp3* expression (shNlrp3 AT3, Supplementary Fig. 4a) and injected to mammary glands of *Nlrp3*^*−/−*^ mice admixed with *wild-type* (WT, C57BL/6) NMFs or *Nlrp3*^*−/−*^ NMFs (Fig. 4a). Thus, the only source of NLRP3 in this experimental setting was the injected WT fibroblasts. Analysis of tumour growth revealed that tumours co-injected with *Nlrp3*^*−/−*^ NMFs were significantly smaller than tumours injected with WT fibroblasts (Fig. 4b, c), suggesting that expression of NLRP3 in CAFs supports tumour growth. Seeking to characterise the mechanism by which CAF-derived NLRP3 affects tumour growth, we analysed parameters that were previously shown to be affected by CAFs, including fibrosis, immune cell recruitment, and angiogenesis^8^. Analysis of the results indicated no significant differences in collagen deposition (Sirius red staining) and blood vessel density (Meca-32) (Supplementary Fig. 4b, c). Interestingly, while FACS analysis of the infiltrating immune cells revealed no significant differences in infiltration of total myeloid cells (CD11b^+^), macrophages (CD11b^+^F480^+^), or T cells (CD3^+^) (Supplementary Fig. 4d–h), there was a significant reduction in recruitment of CD11b^+^Gr1^+^ myeloid cells into tumours co-injected with *Nlrp3*^*−/−*^ NMFs as compared with WT fibroblasts (Fig. 4d). These results were confirmed by immunostaining of tumour tissue sections (Fig. 4e, f). Further analysis of the CD11b^+^Gr1^+^-infiltrating cells demonstrated that depletion of NLRP3 in CAFs-attenuated recruitment of the monocytic fraction of CD11b^+^Gr1^+^ cells (CD11b^+^Ly6C^high^Ly6G^*−*^) into mammary tumours (Fig. 4g, h). Thus, expression of NLRP3 in CAFs is important for tumour growth, and mediates the recruitment of CD11b^+^Gr1^+^ myeloid cells into the tumour microenvironment.

**Fig. 4:**
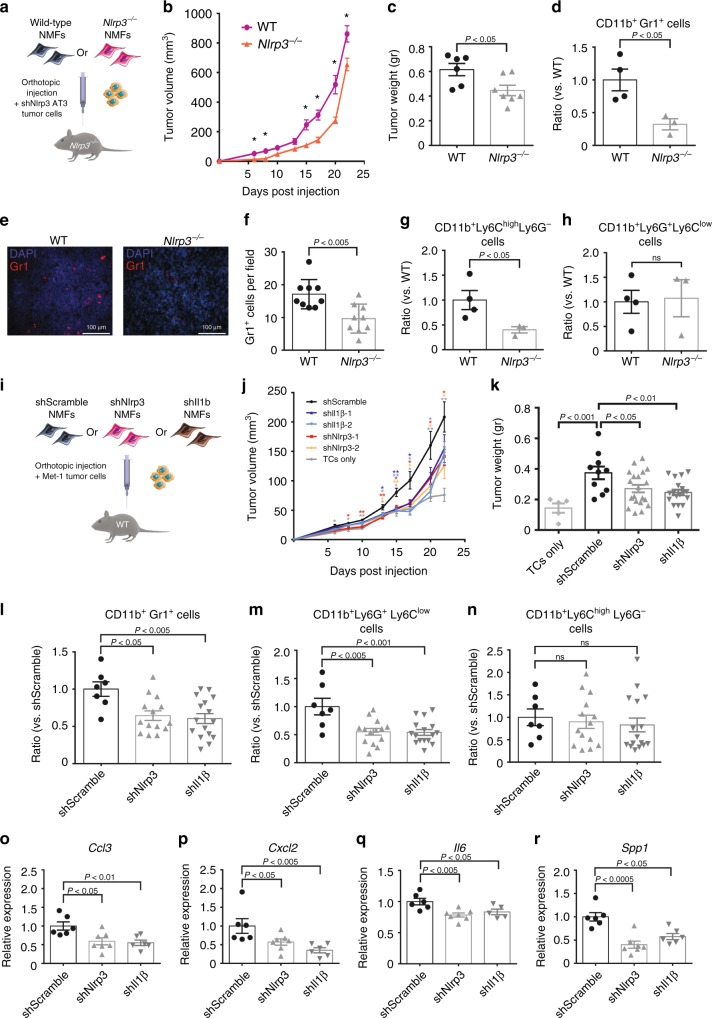
CAF-derived NLRP3 inflammasome signalling facilitates tumour growth. **a** Scheme of experiments analysed in **b**–**h**. shNlrp3 AT3 cells were orthotopically co-injected with WT (*Nlrp3*^*+/+*^) or with *Nlrp3* ^*−/−*^ NMFs (C57BL/6) into C57BL/6 mice. **b** Growth curves of AT3 tumours. *n* = 7 mice per group. **c** Tumour weights at termination of experiment. *n* = 6 and 7 mice per group (WT and *Nlrp3*^*−/−*^, respectively). **d** Flow cytometry analysis of Gr1^+^ cell infiltration into AT3 tumours co-injected with WT NMFs (*n* = 4) or with *Nlrp3*^*−/−*^ NMFs (*n* = 3). Data presented are percentage of CD45^+^ cells, normalised to WT. **e** Representative images of staining with anti-Gr1 antibody in AT3 tumours. Scale bar, 100 μm. **f** Quantification of staining shown in **d**. Three fields of 3 mice/group were analysed; Data are presented as mean Gr1^+^ cells/field ± s.d; Mann–Whitney test. **g**, **h** Flow cytometry analysis of CD11b^+^Ly6C^high^ Ly6G^*−*^ and CD11b^+^Ly6G^+^Ly6C^*−*^ cell infiltration into AT3 tumours co-injected with WT NMFs (*n* = 4) or with *Nlrp3*^*−/−*^ NMFs (*n* = 3). Data presented are percentage of CD45^*+*^ cells, normalised to WT. **i** Scheme of experiments analysed in **j**–**r**. Met-1 cells were orthotopically co-injected with NMFs depleted of *Nlrp3* or *Il1b* expression (shNlrp3, and shIl1b), or with control NMFs (shScramble). **j** Growth curve and **k** weight at endpoint of Met-1 tumours. *n* = 5, 10, 20, 19 tumours (TCs only, shScramble, shNlrp3, and shIl1b, respectively). **l**–**n** Flow cytometry analysis of Gr1^+^ cell infiltration into Met-1 tumours. *n* = 7, 14, and 16 per group (shScramble, shNlrp3, and shIl1b, respectively). Data presented are percentage of CD45^+^ CD11b^+^ cells, normalised to shScramble. **o**–**r** Met-1 tumours were analysed for the expression of selected genes using qRT-PCR. *n* = 6, 7, and 5–6 tumours per group (shScramble, shNlrp3, and shIl1b, respectively). Data are presented as fold change from shScramble. In **b**–**d**, **g**, **h**, **j**, **k**, data are presented as mean ± s.e.m; Welch’s *t*-test, *p < 0.05, **p < 0.005. In **j**–**r** data are presented as mean ± s.e.m; One-way analysis of variance test followed by Tukey’s multiple comparisons test. Data are representative of three independent biological experiments. Source data are provided as a Source Data file

In order to further elucidate the contribution of CAF-derived NLRP3/IL-1β pathway to tumorigenesis in the MMTV-PyMT model, we utilised Met-1 cells, a PyMT-derived cell line syngeneic with the FVB/n background^33^. The expression of IL-1β or NLRP3 was knocked down in mammary fibroblasts by two different clones of shRNA for *Il1b* or *Nlrp3* (shIl1b, shNlrp3 NMFs: Supplementary Fig. 5a, b). Met-1 cells were orthotopically injected alone, or were admixed and co-injected with control mammary fibroblasts (shScramble NMFs), or with fibroblasts depleted of *Il1b/Nlrp3* expression (Fig. 4i). Strikingly, while control mammary fibroblasts augmented tumour growth, genetic depletion of *Nlrp3* or *Il1b* in injected fibroblasts significantly attenuated tumour growth and weight (Fig. 4j, k), suggesting that CAF-derived inflammasome is functionally important for tumour growth in vivo. Notably, depletion of *Nlrp3* in fibroblasts resulted in attenuated expression of *Il1b* and vice versa (Supplementary Fig. 4c, d).

Similarly to tumours injected in *Nlrp3*^*−/−*^ mice, we observed no significant differences in collagen deposition (not shown), or the recruitment of total myeloid cells (CD11b^+^), and macrophages (CD11b^+^F480^+^), and a mild increase in CD3^+^ T cells (Supplementary Fig. 5e–i). However, in agreement with the experiments performed in *Nlrp3*^*−/−*^ mice, FACS analysis of immune cell infiltration into Met-1 tumours revealed that genetic depletion of inflammasome signalling in CAFs resulted in attenuated recruitment of CD11b^+^Gr1^+^ myeloid cells (Fig. 4l). Interestingly, additional analysis of the CD11b^+^Gr1^+^ infiltrating cells demonstrated that while in the AT3 tumours injected in *Nlrp3*^*−/−*^ mice depletion of inflammasome in CAFs resulted in reduced infiltration of the monocytic fraction of CD11b^+^Gr1^+^ cells, depletion of *Il1b* or *Nlrp3* in CAFs in Met-1 tumours injected to WT mice attenuated recruitment of the granulocytic (CD11b^+^Ly6G^+^Ly6C^low^) fraction of CD11b^+^Gr1^+^ cells (Fig. 4m, n). These differences in the effects of inflammasome depletion in CAFs suggest that the distinct genetic backgrounds of mice may affect the composition of immune cells in tumours.

We next hypothesised that CAF-derived IL-1β may affect the recruitment of myeloid cells into the tumour microenvironment via activation of NF-κB-related signalling, as previously shown^5,34^. To test this hypothesis, mammary tumours were analysed for the expression of NF-κB downstream genes, known to be operative in the recruitment of myeloid cells, including *Ccl3, Cxcl2, Il6, SPP1, IL-23* and *TNFα*^35–38^. We found that tumours co-injected with CAFs in which *Nlrp3* or *Il1b* were depleted had significantly downregulated expression of pro-inflammatory genes related to immune cell recruitment (Fig. 4o–r, Supplementary Fig. 5j,k). Taken together, these findings demonstrate a tumour-promoting role for CAF-derived NLRP3/IL-1β, associated with alterations of immune cell infiltration into mammary tumours.

### CAF-derived IL-1β facilitates lung metastasis

To investigate whether CAF-derived NLRP3 inflammasome is functional in other breast carcinoma models, we performed orthotopic co-injections with 4T1 cells, a highly metastatic breast cancer cell line, which models human triple negative breast cancer^39^. 4T1 cells were transduced with shRNA to knockdown the expression of IL-1β (Supplementary Fig. 6a), admixed with wild-type mammary fibroblasts or with *ll1b*^*−/−*^ fibroblasts isolated from mammary glands of *ll1b*^*−/−*^ mice, and injected into mammary glands of *ll1b*^*−/−*^ recipients (Fig. 5a). In this experimental setting, WT fibroblasts are the only source of IL-1β. Analysis of tumours indicated that while tumour growth was only slightly inhibited in tumours injected with *ll1b*^*−/−*^ fibroblasts (Fig. 5b), the tumour weights in this group were significantly smaller at end-stage as compared with tumours injected with WT fibroblasts (Fig. 5c). Moreover, analysis of lungs revealed a significant decrease in metastatic lesions in mice injected with *Il1b*^*−*/*−*^ fibroblasts (Fig. 5d, e), suggesting that CAFs at the primary tumour affect the formation of distant metastases. Interestingly, metastatic lesions forming in these experiments were micro-metastases that could not be detected by CT scanning. We hypothesised that the total depletion of host IL-1β in the recipient mice may have hindered macro-metastases formation. Indeed, when we performed these experiments using WT mice as tumour recipients, 4T1 tumour cells formed spontaneous macro-metastases in lungs. Importantly, although primary tumours grew at similar rates (Supplementary Fig. 6b), mice injected with *Il1b*^*−/−*^ fibroblasts had a significantly smaller lung metastatic burden compared to mice injected with WT fibroblasts (Fig. 5f–h), indicating that CAF-derived IL-1β contributes to breast cancer metastasis even in an IL-1β proficient microenvironment.

**Fig. 5:**
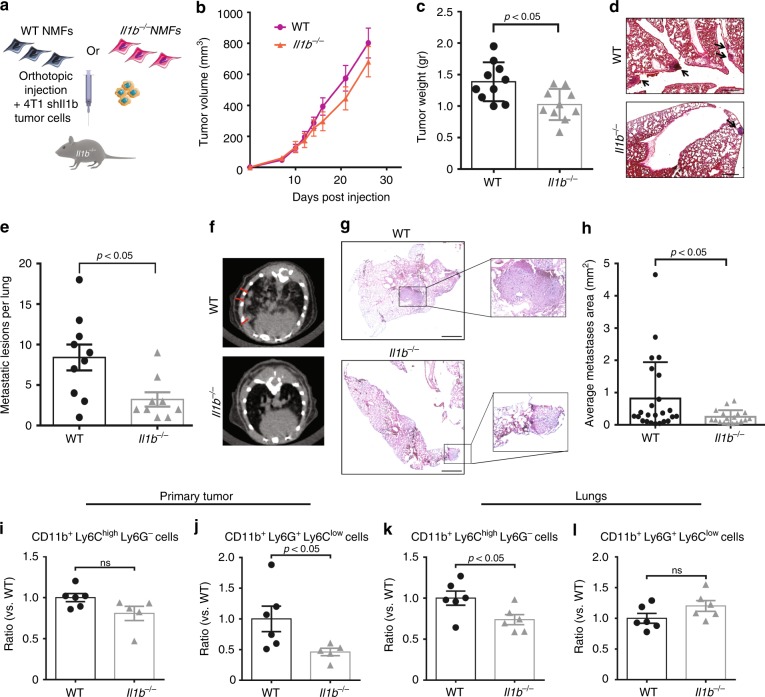
CAF-derived IL-1β facilitates lung metastasis. **a** Scheme of experiments analysed in **b**–**e**. shIl1b 4T1 mammary carcinoma cells were orthotopically co-injected with WT NMFs (*Il1b*^*+/+*^) or with *Il1b*^*−/−*^ NMFs into the right inguinal mammary glands of *Il1b*^*−/−*^ female mice. **b** Growth curves of 4T1 tumours injected with WT NMFs (*Il1b*^*+/+*^) or with *Il1b*^*−/−*^ NMFs. *n* = 10 mice per group. **c** Tumour weight at termination of experiment. *n* = 10 mice per group. **d** Representative H&E staining of lung sections from injected mice. Insets depict spontaneous metastases (arrows). **e** Quantification of metastatic lesions per lung (serial sections of whole lungs were analysed). *n* = 9 and 10 individual mice per group (WT and *Il1b*^*−/−*^, respectively). Data are representative of three independent experiments. **f**–**h** BALB/c female mice were orthotopically injected with shIl1b 4T1 cancer cells admixed with WT NMFs (*Il1b*^*+/+*^) or with *Il1b*^*−/−*^ NMFs. **f** Micro-CT intravital imaging of lungs shows spontaneous macrometastases (arrows). **g** H&E staining of lung tissue sections showing metastatic nodules. Insets depict enlarged fields of spontaneous metastases. **h** Quantification of metastatic load performed by analysing the area of metastatic foci per section of serially sectioned lungs. *n* = 6 individual mice per group. Representative of two independent experiments. **i**–**l** Flow cytometry analysis of MDSC infiltration into primary tumours (*n* = 5 or 6 individual tumours per group, WT and *l1b*^*−/−*^, respectively) **i**, **j**, or lungs (*n* = 6 per group) **k**, **l** of 4T1-tumour bearing mice. Data presented are percentage of CD45^+^ CD11b^+^ cells, normalised to WT. Representative of three independent expirements. In **b**, **c**, **e**, **h**, **i**, **j**, **k**, **l** data are presented as mean ± s.e.m; Welch’s *t*-test. Source data are provided as a Source Data file

We therefore set out to elucidate the mechanism by which CAF-derived IL-1β at the primary tumour site enhances metastases formation. Initially, we analysed the immune cell milieu in primary tumours as well as in lung metastases. Similarly to the PyMT-derived models, the most significant changes induced by CAF-derived IL-1β were in the recruitment of CD11b^+^Gr1^+^ cells. Interestingly, while in the primary tumour knockout of CAF-derived IL-1β resulted in attenuated recruitment of the granulocytic fraction (CD11b^+^Ly6G^+^Ly6C^low^), in the metastatic microenvironment CAF-derived IL-1β was important for the recruitment of the monocytic fraction (CD11b^+^Ly6C^high^Ly6G^−^) (Fig. 5i–l, Supplementary Fig. 6c–k). These results are in agreement with our findings in the PyMT-derived models, confirming that distinct genetic backgrounds and organ microenvironments drive specific compositions of the functional immune cells recruited.

Since the enhanced recruitment of CD11b^+^Gr1^+^ myeloid cells was consistent across all the breast cancer models we studied, we next set out to functionally characterise these cells. To that end, we isolated the granulocytic (CD11b^+^Ly6G^+^Ly6C^low^) and monocytic (CD11b^+^Ly6C^high^Ly6G^*−*^) fractions of CD11b^+^Gr1^+^ cells from mammary tumours and lung metastases. Gene expression analysis indicated that the CD11b^+^Gr1^+^ cells isolated from mammary tumours exhibited a typical gene signature of MDSCs, including upregulation of Arginase, iNOS and PD-L1. Notably, this was a tumour-specific phenotype, as CD11b^+^Gr1^+^ cells isolated from the spleen of the same mice did not have an immunosuppressive gene expression profile (Supplementary Fig. 7a–f). Moreover, T cell suppression assay with tumour-isolated CD11b^+^Gr1^+^ cells confirmed their immunosuppressive activity, suggesting that they are MDSCs (Supplementary Fig. 7m).

Seeking to get further mechanistic insight on the role of CAF-derived IL-1β in facilitating metastatic dissemination, we investigated its effect on tumour ECs. IL-1β is a key mediator of inflammation and exerts its pro-inflammatory functions, in part, by up-regulating the expression of adhesion molecules in ECs^40,41^, thus enabling immune cell extravasation into inflamed tissues. In vitro analysis indicated that conditioned medium (CM) from DAMP-activated WT mammary fibroblasts but not from DAMP-activated *Il1b*^*−/−*^ fibroblasts, upregulated the expression of *Selp* (Selectin P) and *Vcam1* in ECs (Fig. 6a, b). Importantly, these adhesion molecules were shown to facilitate cancer cell intravasation and extravasation by enhancing adhesion and transmigration of cancer cells through EC monolayers^42–44^. Moreover, trans-endothelial migration of breast cancer cells was attenuated when ECs were incubated with CM of *Il1b*^*−/−*^ mammary fibroblasts as compared with CM from WT fibroblasts (Fig. 6c, d). We therefore hypothesised that IL-1β secretion from activated mammary CAFs upregulated the expression of adhesion molecules on tumour ECs in vivo, and thus facilitated cancer cell migration across the blood vessel endothelium. To test this hypothesis, we isolated ECs (CD31^+^CD45^*−*^EpCAM^*−*^) from mammary tumours and lung metastases and analysed the expression of adhesion molecules. Analysis of the results revealed that genetic depletion of *Il1b* in fibroblasts in the primary tumour led to a significant decrease in the expression of E-Selectin, P-Selectin, ICAM-1 and VCAM-1 and in ECs sorted from primary tumours (Fig. 6e). Strikingly, the expression of adhesion molecules on lung ECs isolated from tumour-bearing mice was also attenuated in mice injected with *Il1b*^*−/−*^ fibroblasts (Fig. 6f), suggesting that CAF-derived IL-1β has systemic effects that may support metastasis.

**Fig. 6:**
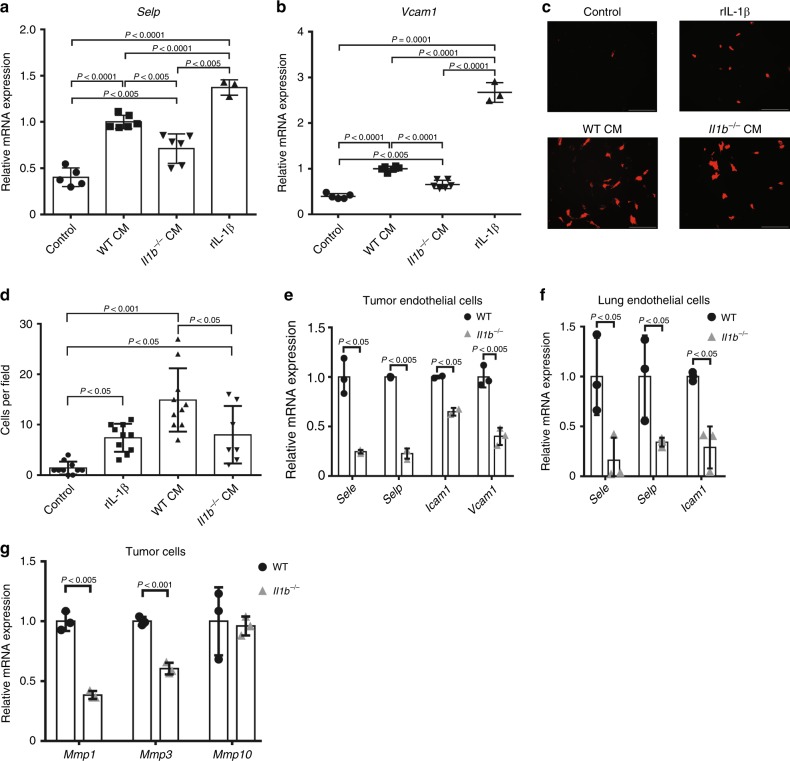
CAF-derived IL-1β upregulates expression of EC adhesion molecules and invasiveness markers. **a**, **b** C166 endothelial cells were incubated for 24 h in control medium, medium containing recombinant IL-1β (5 ng/mL), conditioned medium of MSU-treated WT mammary fibroblasts (Balb/C), or conditioned medium of MSU-treated *Il1b*^*−/−*^ fibroblasts. The expression of genes involved in tumour-cell intravasation/extravasation was analysed using qRT-PCR. Representative of three independent experiments. **c**, **d** Trans-endothelial migration of mCherry-labelled Met-1 cells supplemented with recombinant IL-1β (5 ng/mL), conditioned medium of WT NMFs, conditioned medium of *Il1b*^*−/−*^ NMFs, or control medium. **c** Representative images of trans-migrated Met1-mcherry cells. Scale bar, 100 μm. **d** Quantification of migrating cells per field of view. Representative of two independent experiments. **e**, **f** qRT-PCR analysis of the expression of adhesion and migration-related genes in endothelial cells (CD31^+^CD45^*−*^EpCAM^*−*^) isolated by FACS from **e** primary 4T1 tumours or **f** lungs of tumour-bearing mice. *n* = pool of six mice per group. Representative of two independent biological experiments. **g** qRT-PCR analysis of the expression of invasion-related genes in tumour cells (EpCAM^+^CD45^*−*^) isolated by FACS from 4T1 mammary tumours. *n* = pool of six tumours per group. Results are representative of two independent experiments. In **a**, **b**, **d** data are presented as mean ± s.d. of biological repeats; One-way analysis of variance test followed by Tukey’s multiple comparisons test. In **e**–**g** data are presented as mean ± s.d. of technical repeats; Welch’s *t*-test. Source data are provided as a Source Data file

IL-1β was previously shown to promote tumour cell invasion and metastasis by modulating the expression of matrix metalloproteinases in cancer cells, specifically MMP1, MMP3, and MMP10^45^. Therefore, we analysed whether CAF-derived IL-1β has a role in affecting tumour cell invasiveness. Indeed, we found that 4T1 cells co-injected with *Il1b*^*−/−*^ fibroblasts expressed lower levels of *Mmp1* and *Mmp3* compared to cells co-injected with WT fibroblasts (Fig. 6g), suggesting that in addition to its effect on immune cell recruitment and on ECs, CAF-derived IL-1β enhances the invasiveness of breast cancer cells by upregulating their expression of MMPs.

Taken together, these findings suggest that CAF-secreted IL-1β facilitates breast cancer metastasis to lungs by multiple routes, including modulating the immune cell milieu at the metastatic site, and by upregulating the expression of adhesion molecules at the primary tumour, as well as the metastatic site, which may enhance tumour cell invasion and dissemination.

## Discussion

In this study, we uncovered a functional role for CAFs that links tissue damage with tumour-promoting inflammation. We showed that activation of the NLRP3 inflammasome pathway in CAFs, a physiological sensing mechanism of tissue damage, is hijacked in breast cancer to facilitate tumour progression and metastasis. Moreover, our data suggest that the mechanism by which CAF-derived NLRP3/IL-1β facilitate tumour growth and metastasis is by altering the immune cell milieu towards a tumour-tolerating phenotype, and by enhancing endothelial cell adhesiveness and cancer cell invasiveness (Fig. 7).

**Fig. 7:**
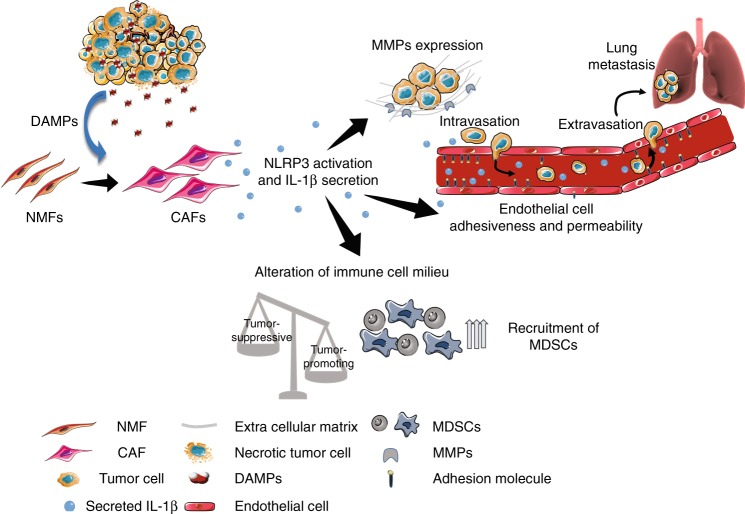
Summary. Activation of the NLRP3 inflammasome in cancer-associated fibroblasts links tissue damage with tumour-promoting inflammation in breast cancer progression and metastasis. Figure preparation partially involved elements from the Servier Medical Art. Figure preparation involved using elements from the Servier Medical Art and somersault18:24 (somersault1824.com)

Activation of the NLRP3 inflammasome in fibroblasts was previously shown in pathologies associated with tissue damage and necrosis that trigger an intense inflammatory response, such as myocardial dysfunction^18,22,23^, oral lesions^24^, and fibrosis^19^. However, while fibroblasts are known to be mediators of tumour-promoting inflammation in cancer^6^, they were not previously implicated in sensing tissue damage by pattern recognition via the inflammasome. We found that NMFs can respond to known DAMPs by upregulating the expression of *Nlrp3*, cleavage of pro-caspase-1 to its active form, and secretion of IL-1β. Importantly, we show that tumour-derived necrotic fluid was among the most potent inducers of the inflammasome in fibroblasts, further implicating tumour-associated tissue damage as a trigger of the inflammasome in CAFs. Moreover, our findings that fibroblasts in cutaneous wounds activate the inflammasome pathway suggest that sensing of DAMPs is a physiological feature of CAFs, as part of their role as sentinels of tissue damage and mediators of repair. In tumours, the chronic activation of these pathways results in sustained inflammation, and further tissue damage.

The NF-κB pathway, which regulates the transcription of IL-1β, was previously shown to be upregulated in CAFs and to mediate their pro-inflammatory functions in multiple cancers^5,46^. Here we expand these observations and demonstrate that the NLRP3 inflammasome pathway, which regulates the maturation and secretion of IL-1β is activated in CAFs in response to tissue damage, implicating a mechanism by which CAFs mediate tumour-promoting inflammation. Moreover, we show that physiological sensing of tissue damage by fibroblasts results in activation of the NLRP3 inflammasome, as well as an NF-κB-related pro-inflammatory gene signature, thus integrating both pathways. Furthermore, expression analysis of NF-κB-regulated genes in tumours in which NLRP3 or IL-1β were manipulated in fibroblasts, indicated that the inflammasome pathway in CAFs is important for tumour expression of multiple cytokines and chemokines related to the recruitment of immune cells, including MDSCs. Thus, sensing of tissue damage by CAFs results in instigation of pro-inflammatory pathways in mammary tumours, contributing to the formation of an immunosuppressed microenvironment.

Interestingly, *Il18*, which is also processed by the NLRP3 inflammasome, was downregulated in our transcriptome analysis of mamamry CAFs. This is in agreement with the pro-tumourigenic effects we showed for CAF-derived inflammasome signalling, since IL-18 was previously suggested to have anti-tumourigenic functions^47^. The balance between IL-1β and IL-18 may be cell-type, tissue, and context dependent, providing a possible explanation for the controversial role of the NLRP3 inflammasome in cancer.

By specifically targeting the expression of NLRP3 and IL-1β in mammary fibroblasts, we showed in multiple mouse models that CAF-derived inflammasome is functionally important for facilitating tumour growth. Importantly, while the delay in tumour growth was not striking, it was nevertheless consistent and significant, even in a setting of wild type recipients, in which NLRP3/IL-1β in the host microenvironment are intact, further emphasising the functional importance of CAF-derived inflammasome in supporting tumour growth.

The expression of IL-1β is elevated in a variety of cancers, including melanoma and breast cancer^27,48,49^. Moreover, mammary tumour growth was attenuated in *Nlrp3*^*−/−*^ and *Casp1*^*−/−*^ mice^50^, implicating the NLRP3 inflammasome in facilitating breast cancer. Our data showing that fibroblasts can function as sensors of tissue damage, combined with specifically targeting the inflammasome pathway in fibroblasts demonstrate that activation of IL-1β in CAFs forms a functional link between tumour-associated tissue damage and CAF-mediated tumour-promoting inflammation.

Notably, we have elucidated the role of CAF-derived inflammasome signalling by specifically targeting the expression of NLRP3 and IL-1β in mammary fibroblasts. While beyond the scope of the current study, future generation of mice in which IL-1β will be conditionally ablated in fibroblasts will enable temporal dissection of its role during tumour progression and metastasis.

Importantly, in addition to promoting tumour growth at the primary tumour site, we found that depletion of CAF-derived IL-1β resulted in inhibition of lung metastasis. IL-1β was previously implicated in promoting metastasis of breast cancer to bone^51^ and in supporting lung metastasis of melanoma and breast cancer, via recruitment and activation of γ/δ T cells^52,53^. Other studies suggested that IL-1β affects the mesenchymal transition and invasive behaviour of tumour cells^27,54^. Our findings suggest a fibroblast-driven mechanism wherby IL-1β secreted from mammary fibroblasts, affects the expression of adhesion molecules on ECs at the primary tumour site, as well as in the lungs, thus facilitating the extravasation of tumour cells. Moreover, while, IL-1β knockout in fibroblasts at the primary tumour in the aggressive 4T1 triple-negative model was not sufficient to delay primary tumour growth, it was nevertheless associated with reduced infiltration of MDSCs in lungs, suggesting that signalling from the primary tumours has systemic effects on immune cell recruitment at the metastatic microenvironment. Moreover, CAF-derived IL-1β also upregulated the expression of metalloproteases in tumour cells, potentially enhancing their invasiveness. Thus, the physiological pro-inflammatory functions of IL-1β are activated in breast CAFs and facilitate tumour metastasis.

Analysis of immune cell infiltration in tumours injected with WT vs. inflammasome-deficient fibroblasts indicated that attenuated tumour growth and metastasis in mice in which NLRP3/IL-1β were knocked down, was associated with reduced recruitment of CD11b^+^Gr1^+^ myeloid cells. Interestingly, while this finding was consistent across all the models and genetic backgrounds studied, the changes in recruitment of the granulocytic (Ly6G^+^Ly6C^low^) or monocytic (Ly6C^+^ Ly6G^*−*^) subpopulations to mammary tumours were distinct, depending on the organ (mammary gland vs. lungs) and on the model in which CAFs were manipulated. This observation is consistent with a recent study showing that genetic composition of tumours affects the immune landscape^55^. Moreover, these findings suggest that functional mechanisms in the tumour microenvironment are both plastic and robust—while the specific subpopulations of recruited cells may be distinct, depending on the cancer type, organ, or genetic background, cancer-associated immune cells perform similar tumour-promoting tasks.

Importantly, we analysed CD11b^+^Gr1^+^ cells isolated from tumours and found that they exhibited a typical gene signature of MDSCs, and were functional in suppressing T cell proliferation, confirming their immunosuppressive activity. Thus, CAF-derived IL-1β drives an immunosuppressive phenotype. CAFs were previously reported in several studies to drive an immunosuppressive microenvironment in tumours by affecting the reprogramming of tumour-associated macrophages to an M2-like phenotype via secretion of Chi3L1^9^, restricting the accumulation of T cells in tumours^56,57^, modulating T cell immunity towards Th1 function^58^, and by direct antigen-dependent killing of CD8^+^ T cells^59^. Our findings implicate activation of the NLRP3 inflammasome in CAFs in promoting the recruitment of MDSCs to breast tumours and to lung metastases, thus supporting the formation of an immunosuppressed microenvironment.

Our data suggest that targeting CAF-derived NLRP3/IL-1β pathway may be a beneficial therapeutic approach for breast cancer treatment. However, the function of the NLRP3/IL-1β pathway in tumourigenesis and metastasis was previously documented in immune cells with contradicting observations in different cancer types^28,60–64^. Targeting IL-1β was suggested to be a promising approach in cancer therapeutics^65^, and our data suggest that this approach may be beneficial in blocking breast cancer metastasis. Nevertheless, taken together with recent reports that the effect of targeting CAFs may depend on tumour type and on the experimental systems that were used^46,66^, future studies should be performed to carefully examine the benefit of targeting CAF-derived IL-1β in breast cancer. The indecisive role of the NLRP3 inflammasome in cancer is yet another reminder that complexity and context-dependent functions are hallmarks of the tumour microenvironment, and should therefore be carefully considered when designing therapeutic strategies.

In summary, our study reveals tumour-promoting functions of CAFs in sensing tumour-induced tissue damage, leading to activation of the NLRP3 inflammasome pathway and secretion of IL-1β, which promotes tumour progression and lung metastasis. These findings encourage the design of pre-clinical and clinical studies to examine the benefits of targeting the inflammasome pathway in breast cancer, which may be effective in blocking metastatic relapse.

## Methods

### Mouse strains

All animals were maintained within the Tel Aviv University Specific Pathogen Free (SPF) Facility. All Animal procedures included in the study were granted ethical approval by the Tel Aviv University Institutional Animal Care and Use Committee. Animals used in experiments were not randomised, and the investigators were not blinded to allocation during experiments and outcome analysis. No statistical method was used to pre-determine sample size, but the sample size was chosen to be adequate to receive significant results as determined by preliminary experiments. Mice that died for unknown reasons were excluded from analysis. The FVB/N-Tg MMTV-PyMT 634Mul/J transgenic mice were a gift from Dr. Lisa Coussens. Heterozygote MMTV-PyMT mice are routinely bred with non-transgenic FVB/n females. Non-transgenic littermates were used as normal controls. The *Nlrp3*^*−*/*−*^ (B6N.129-Nlrp3tm2Hhf/J) mice were purchased from Jackson Laboratory. Non-transgenic FVB/n mice, Balb/c mice, and C57BL/6J mice were purchased from Harlan, Israel. Mice were used for experiments at 6–9 weeks of age, unless otherwise stated.

### Cell lines

Met-1 cells were a gift from Dr. Jeffrey Pollard. The 4T1 and AT3 cell lines were obtained from the laboratory of Dr. Scott Abrams, and received from Dr. Zvi Granot. C166 cells were purchased from ATCC (ATCC^®^ CRL-2581™). All cell lines were routinely tested for mycoplasma using the EZ-PCR-Mycoplasma test kit (Biological Industries; 20-700-20). The cell lines were not authenticated.

To create shIl1b Met-1 cells, shIl1b 4T1 cells, and shNlrp3 AT3 cells, cells were infected with lentivirus-expressing shRNA for mouse Il1b (OpenBiosystems, RMM4534-EG16176) or Nlrp3 (OpenBiosystems, RMM4534-EG216799), or with control vector containing a scrambled shRNA sequence (OpenBiosystems, RMM4534-EG13131).

### Primary mammary fibroblasts

NMFs were prepared from mammary glands isolated from 8 weeks old female mice. Mammary tissues were harvested, washed in PBS, minced thoroughly with scissors, and incubated for 30 min with DMEM supplemented with 0.1% collagenase II (Worthington, LS4176) and 0.1% collagenase IV (Worthington, LS004177) on stir plate in 37 °C water bath^21^. Cells were seeded on six-well plates that were pre-coated with rat-tail collagen (Corning; 354236) and grown in DMEM media supplemented with 10% FCS (Biological industries; 01-055-1A, 04-001-1A), 1% penicillin–streptomycin (Biological industries; 03-031-1B) and 1% sodium-pyruvate (Biological industries; 03-042-1B), and maintained at 37 °C with 5% CO_2_. All experiments were performed with low passage (p2-4) fibroblasts.

Preparation of shIl1b NMFs and shScramble NMFs was achieved by infecting the cells with lentivirus-expressing shRNA for mouse Il1b or with control vector containing a scrambled shRNA sequence (OpenBiosystems).

### Viral infections

Viral production was carried out using PolyJet-mediated transfection (SignaGen Laboratories) of HEK293T according to manufacturer’s instructions. Virus was concentrated by ultracentrifugation, and added to cells with polybrene (8 µg/mL). Infected cells were selected using Puromycin (3 µg/mL).

### Conditioned media

Preparation of fibroblast-conditioned media (CM) was performed by incubating 80% confluent fibroblasts grown on collagen-coated 100 mm plastic dishes with 10 mL serum-free DMEM for 24 h. The medium was collected, filtered through 20 μm filters, flash-frozen in liquid nitrogen, and stored at −80 °C for later use.

### Transendothelial migration assay

6.5 mm Transwell plates with 8.0 μm pore polycarbonate membrane inserts (Sigma Aldrich, CLS3422) were coated with 10 μg/mL fibronectin in PBS for 12 h at 4 °C. C166 ECs (2 × 10^5^) were trypsinized and suspended in control media, WT fibroblast CM, *Il1b*^*−/−*^ fibroblast CM, or medium containing 10 ng/mL recombinant IL-1β, and seeded on the upper chamber for 8 h to allow the formation of a monolayer. Inserts were then washed in PBS, and mCherry-labelled Met-1 cells (5 × 10^4^) were plated onto the upper chamber on top of the endothelial monolayer. Following incubation for 16 h, the upper side of the membrane was scraped gently with cotton swabs to remove non-invading cells. Membranes were fixed with 1% PFA and mounted on slides using DAPI Fluoromount-G (SouthernBiotech, 0100-20). Transendothelial migrated tumour cells were imaged using Leica DM4000B microscope and digital camera (Leica DFC 360FX), and quantified with ImageJ software. In all assays, analyses included five fields per insert. Experiments were performed in duplicates.

### Gene expression profiling

RNA was purified from FACS sorted fibroblasts isolated from MMTV-PyMT tumours or mammary glands of FVB/n mice using Nucleuspin RNA II Kit (MACHERY-NAGEL). RNA concentration and purity was analysed using NanoDrop 2000c Spectrophotometer. RNA was converted to cDNA using iScriptTM reverse transcriptase (Bio-Rad). The cDNA was hybridised with Affymetrix GeneChip Mouse Gene 1.0 ST Arrays (Affymetrix, Santa Clara, CA, USA).

### Bioinformatics analysis

Data analysis was performed on CEL files using Partek Genomics Suite v. 6.5 (Partek, St. Louis, MO, USA). Three replicates were used for all conditions except normal which was in duplicates. Data were normalised and summarised with the robust multi-average method followed by one-way analysis of variance (ANOVA)^67^. Genes of interest that were differentially expressed with *p* < 0.05 and fold-change difference cutoff > |1.5| were identified. Principal component analysis and hierarchical cluster analysis (Pearson’s dissimilarity correlation and average linkage method) were performed using Partek Genomics Suite software. Functional analysis was performed using David and WebGestalt analysis platforms. Functional analysis of differentially expressed genes was performed using DAVID^68^ and Gorilla^69^ tools. Protein–protein interactions and function enrichment were obtained using STRING database^70^.

### Quantitative real-time PCR

Total RNA was isolated from cell pellets or cell monolayers using EZ-RNA II Kit according to manufacturer’s instructions (Biological Industries, 20-410-100). RNA concentration and purity were analysed using NanoDrop 2000c spectrophotometer. cDNA synthesis was conducted using qScriptTM cDNA Synthesis Kit (Quanta Biosciences, 95047-025). Quantitative real-time PCRs (qRT-PCR) for mouse genes were conducted using SYBR^®^ Green FastMIX^®^ (Quanta Biosciences, P/N84071) in a StepOne™ Real-Time PCR System. All experiments were performed in triplicates. RQ (2^*−*ΔCt^) was calculated. Relative expression was normalised to GAPDH. All primers and oligonucleotide sequences used are shown in Supplementary Table 1.

### Western blots

Lysates were prepared from cell pellets in RIPA lysis buffer (Sigma-Aldrich, R0278). Protein determination was performed with Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, 23227). Proteins from lysates were separated on Bis–Tris 12.5% acrylamide gels. Gels were transferred to nitrocellulose membranes (BioRad) and probed with rabbit anti-mouse Caspase-1 antibody (Santa Cruz, sc-514, 1 µg/ml, diluted 1:200) in 4 °C overnight, followed by incubation with HRP-conjugated secondary antibody (Jackson ImmunoResearch Laboratories, 111-035-144/062, 80 ng/ml) for 2 h at room temperature. Following membrane stripping, membranes were incubated with anti-mouse Gasdermin D (Abcam, ab209845, diluted 1:500) or with anti-mouse β-actin (Cell Signalling CST#4967, diluted 1:2000).

### Enzyme-linked immunosorbent assay (ELISA)

To detect secreted IL-1β in conditioned media of cultured fibroblasts, the media was concentrated using Amicon Ultra-15 Centrifugal Filter Units with Ultracel-10 membrane (Merck Millipore, UFC901024) and ELISA was performed using Mouse IL-1 beta/IL-1F2 Quantikine ELISA Kit, according to manufacturer’s instructions (R&D Systems, MLB00C).

### Detection of DAMPs in necrotic fluid

Necrotic fluid was aspirated out of late-stage PyMT tumours and centrifuged at 2000 × *g* for 10 min. Assessment of hydrogen peroxide or uric acid content was performed using detection kits (BioVision, K265, K608).

### Orthotopic tumours transplantations

Orthotopic intra-mammary injections: tumour cells (1 × 10^5^ Met-1 cells, AT3 cells, or 4T1 cells) were mixed with primary mammary fibroblasts (3 × 10^5^ cells) and then admixed 1:1 with matrigel (BD Biosciences, 354230), and injected into the nipple of the right inguinal mammary glands of 8 weeks old female mice. Tumours were measured every 2–3 days with a calliper, and tumour volumes were calculated using the formula *X*^2^ × *Y*  × 0.52 (*X* = smaller diameter, *Y* = larger diameter).

### Excisional wound-healing assay

The dorsal skin of 8 weeks old FVB/n mice was shaved and cleaned with 70% ethanol under anaesthesia, and the skin was incised up to the level of the subcutaneous adipose tissue with a 5 mm Acu-Punch biopsy tool. Five days later, the wounded skin and control skin from the same animal were excised and digested into single cell suspension^5^. Briefly, wounded and control skin were washed in PBS, minced thoroughly with scissors, and incubated for 15 min with DMEM supplemented with 0.1% collagenase II (Worthington, LS4176) and 0.1% collagenase IV (Worthington, LS004177) on stir plate in 37 °C water bath.

### Mouse samples tissue preparation

Mammary glands, tumours, and lungs were shortly washed in PBS. To prepare formalin-fixed paraffin-embedded (FFPE) blocks, tissues were incubated for 8–12 h in 10% formalin (Electron Microscopy Sciences) and transferred through ascending dilutions of ethanol before embedment in paraffin. In order to prepare fresh-frozen blocks, tissues were embedded in Optimal Cutting Temperature compound (O.C.T, Tissue-Tek) on dry ice. Serial sections were obtained to ensure equal sampling of the examined specimens (5–10 μm trimming).

### Quantification of metastatic load at the lungs

Quantification of lung metastatic load was performed by analysing the number of metastatic nodules per section or by evaluating the metastatic area per section using ImageJ. Tissue sections (10 µm) were obtained by serial cutting of lungs. At least 20 sections per lung were analysed. Results are represented as the average number of metastatic nodules per lung (at least 9 mice/group) or as the average metastatic area per lung (10 mice/group).

### Immunohistochemistry

Paraffin-embedded tissue sections were deparaffinized, rehydrated, and incubated with peroxidase-blocking solution (Dako, S2001) for 10 min to quench endogenous peroxidase activity. Antigen retrieval was carried out by microwave heating in a low pH target retrieval solution (Dako) for 15 min. Permeabilization was achieved by incubation with 0.25% Triton-X in PBS for 10 min. Tissue sections were incubated overnight at 4 °C with anti-NLRP3 antibody (Proteintech, 19771-1-AP, diluted 1:250), followed by incubation with biotinylated secondary antibody for 2 h at room temperature (Jackson ImmunoResearch laboratories; 711-065-152, diluted 1:400). Staining was developed using 3,3′-diaminobenzidine (Sigma, D4168) and counterstained with Mayer Hematoxylin (Electron Microscopy Sciences). Images were obtained at ×20 or ×40 magnification using Leica DM4000B microscope and digital camera (Leica DFC295).

### Immunofluorescence

Tissue sections were incubated overnight at 4 °C with the following anti-mouse antibodies: Ly-6G/Ly-6C (Gr-1)-APC/Cy7 (Biolegend, 108424), Meca32 (BD, 550563). For Meca32 staining an Alexa Fluor 488-conjugated Donkey Anti-Rat (Jackson ImmunoResearch laboratories; 712-546-153) was applied for 1 h at RT. Sections were washed with acidified water, and mounted with DAPI Fluoromount-G (Southern Biotech; 0100-20). Images were obtained at ×20 or ×40 magnification using Leica DM4000B microscope and digital camera (Leica DFC 360FX). Brightness and contrast were adjusted equally in all images presented.

### Fluorescence-activated cell sorting (FACS) for microarrays analysis and validation

Mammary tumours isolated from MMTV-PyMT female mice or normal mammary tissue isolated from 8 weeks old FVB/n female mice were disassociated into single cell suspensions and stained with anti-CD140a-PE (e-Bioscience, 12-1401-81, diluted 1:50) and anti-F4/80-FITC (Cederlane, CL8940F diluted 1:100). DAPI (Molecular probes; D3571, diluted 1:2000) was used to exclude dead cells. For validations, the single cell suspensions were incubated with anti-CD140a-PE, anti-CD45-FITC (eBioscience, 11-0451-81, diluted 1:200), and anti-EpCAM-APC (eBioscience, 17-5791-80, diluted 1:100), and fibroblasts were isolated as CD140a^+^ (PDGFRα^+^) CD45^*−*^ EpCAM^*−*^ cells. DAPI was used to exclude dead cells. Sorting was performed using BD FACS Aria II.

### FACS of ECs or myeloid cells

Orthotopic 4T1 tumours or lungs of 4T1-tumour-bearing mice were isolated. Disassociation of tumours was performed as described^21^. For dissociation of lung tissue, lungs were minced into small pieces and incubated for 45 min with DMEM supplemented with 0.1% collagenase II (Worthington, LS4176) and 0.1% Dispase II (Sigma-Aldrich, 4942078001). Single cell suspensions were incubated with anti-mouse CD16/CD32 (eBioscience, 16-0161-82, diluted 1:50) for 15 min to reduce non-specific staining, followed by staining with the following anti-mouse antibodies: CD31 (PECAM-1)-FITC (eBioscience,11-0311-82, diluted 1:50), CD45-PE/Cy7 (eBioscience, 25-0451-82, diluted 1:200), and EpCAM-APC (eBioscience, 17-5791-80, diluted 1:100). ECs were isolated as CD31^+^CD45^*−*^EpCAM^*−*^ cells. For myeloid cell isolation, tissues were disassociated into single cells suspensions as described above, and stained with the following anti-mouse antibodies: CD45-PE/Cy7 (eBioscience, 25-0451-82, diluted 1:200), CD11b-PerCP/Cy5.5 (eBioscience; 45-0112-82, diluted 1:100), Ly-6G-APC (Biolegend, 127614, diluted 1:200) Ly-6C-FITC (Biolegend, 128006, diluted 1:200). DAPI was used to exclude dead cells. Sorting was performed using BD FACS Aria II.

### Intracellular staining of NLRP3

Mammary tumours isolated from MMTV-PyMT female mice or normal mammary tissue isolated from 8 weeks old FVB/n female mice were disassociated into single cell suspensions and stained with anti CD140a-PE (eBioscience, 12-1401-81, diluted 1:50), anti CD45-FITC (eBioscience, 11-0451-81, diluted 1:100), and anti EpCAM-PE/Cy7 (Biolegend, 118216, diluted 1:100). The intracellular staining for NLRP3 was performed with APC-conjugated antibody (R&D, IC7578A, diluted 1:10) following fixation and permeabilization of cells using BD Cytofix/Cytoperm kit (BD Bioscience, 554714) according to the manufacturer’s protocol.

### Flow cytometry analysis of immune cells in injected tumours

Orthotopic Met-1 or AT3 tumours were isolated, dissociated into single cell suspension, and incubated for 15 min with anti-mouse CD16/CD32 to reduce non-specific staining. Infiltration of immune cells into tumours was analysed by staining with the following anti-mouse antibodies: CD45-PE/Cy7 (eBioscience, 25-0451-82, diluted 1:200), CD45-BV570 (Biolegend, 103136, diluted 1:100), CD3e-FITC (eBioscience, 14-0031-82, diluted 1:100), CD4-APC/Cy7 (Biolegend, 100414, diluted 1:100), anti-CD8a-APC (eBioscience, 17-0081-82, diluted 1:100), CD11b-PerCP/Cy5.5 (eBioscience; 45-0112-82, diluted 1:100), F4/80-APC (eBioscience, 17-4801-82, diluted 1:50), Ly-6G/Ly-6C (Gr-1)-APC/Cy7 (Biolegend, 108424, diluted 1:100), Ly-6G-APC (Biolegend, 127614, diluted 1:200), Ly-6C-FITC (Biolegend, 128006, diluted 1:200), Ly-6C-BV605 (Biolegend, 128036, diluted 1:200). DAPI was used to exclude dead cells. Acquisition was performed with Beckman-Coulter Gallios flow cytometer and data analysis was done with FlowJo software (version X.0.7).

### T cell suppression assay

Splenocytes were isolated from the spleen of *Il1b*^*−*/*−*^ mice, and labelled with CFSE (5 M, Biolegend, 423801). 1 × 10^5^ cells in 100 μL per well were plated in a 96-well plate pre-coated with anti-mouse CD3ε (1 μg/mL, SouthernBiotech, 1530-01) and anti-CD28 (5 μg/mL, SouthernBiotech, 1610-01).

CD11b^+^Gr1^+^ cells were isolated using FACS and added to the stimulated T cells (5 × 10^4^). Dilution of CFSE was evaluated 3 days later by flow cytometry.

### Stromal mRNA profiling of inflammasome-related genes

Stromal gene expression-profiling data for 53 breast cancers were obtained from Gene Expression Omnibus (GEO) (GSE9014). Replicate samples were averaged prior to analysis.

### Human NLRP3 staining

Publically available IHC staining (The Human Protein Atlas^26^) of breast cancer and normal tissues stained with anti-NLRP3 antibody were analysed (https://www.proteinatlas.org/ENSG00000162711-NLRP3/pathology/tissue/breast+ cancer#img, HPA012878 antibody). Breast cancer tissue specimens from surgical pathology included both ductal and lobular cancers. We analysed the expression of NLRP3 in fibroblasts only in the ductal subtype. For fibroblasts staining quantification, each image was divided into three fields and assessed by an expert pathologist (L.L.T.). Abundance was defined as the percentage of stained fibroblasts out of the total fibroblasts per field. Staining intensity of fibroblasts in each field was evaluated and rated between 1 and 3 (1—low, 2—intemediate, and 3—high). In total, two normal samples and eight IDC samples were analysed.

### Human IL-1β staining

Tissue preparation and processing was performed by the Pathology Departments of the Tel Aviv Sourasky Medical Center and Meir Medical Center^27^. 5 μM-thick serial sections were prepared from paraffin blocks obtained at time of diagnosis. Heat-induced epitope retrieval was performed by immersing the sections in citrate buffer at 95–100 °C for 22 min. Sections were blocked with a solution containing 0.05% sodium azide and 0.05% Tween 20 in PBS. Next, the sections were incubated with anti-human IL-1β antibody (Exalpha, Watertown, MA; Cat# L140M) for 1 h at room temperature, followed by incubation with a biotinylated secondary antibody for 10 min. Benign, DCIS, and IDC tissue sections stained for IL-1β were examined by an expert pathologist (L.L.T.) for the staining intensity of fibroblasts and the abundance of stained fibroblasts in the tissue and rated between 1 and 3 (1—low, 2—intemediate, and 3—high). Thirty-three benign samples, 19 DCIS samples, and 30 IDC samples. From the IDC samples analysed, 25 were from the luminal subtype (distinction between luminal-A and luminal-B subtypes was not available), and five were triple negative. Twenty-three of the IDC patients were treated with chemotherapy (1), radiotherapy (16), or both (6). Statistical significance between group means was calculated using Kruskal–Wallis test followed by Dunn’s multiple comparisons test.

### Statistical analysis

Statistical analyses were performed using GraphPad Prism software. Standard parametric two-tailed *t*-tests were applied and standard errors were calculated for each data set with *n* > 2. For multiple comparisons of parametric data, the one-way ANOVA test followed by Tukey’s multiple comparisons test were used. Significance between non-parametric data was calculated using the Kruskal–Wallis test. *p*-value of < 0.05 was considered statistically significant for all data sets. Bar graphs represent mean and standard deviation (SD) or mean and standard error of the mean (SEM) across multiple independent experimental repeats or across technical repeats, as stated.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Info

Peer Review File

Reporting Summary

Source Data

## Data Availability

The microarray data in support of this study have been deposited in the Gene Expression Omnibus (GEO) database under the accession code GSE129189. The source data underlying Figs. 1–6 and Supplementary Figs. 2–7 are provided as a Source Data file. All the other data supporting the findings of this study are available within the article and its supplementary information files and from the corresponding author upon reasonable request. A reporting summary for this article is available as a Supplementary Information file.

How the deposited data were processed for this re-analysis (not part of the article)

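The data are 11 arrays of fibroblasts sorted from mammary glands of FVB/n mice and from MMTV-PyMT mice at 3 stages: normal glands (2 arrays, D2 and D5), hyperplasia (3, D6, D7 and D12), carcinoma (3, D3, D4 and D10) and advanced carcinoma (3, D8, D9 and D11). Each array is 1 cohort of mice, and cohorts were not shared between arrays. The authors processed the Affymetrix Mouse Gene 1.0 ST arrays in Partek Genomics Suite 6.5 with the robust multi-average method, and the values used here are theirs, in log2 units, for 35399 probe sets. The raw image files were not used here. A probe set was given a gene where the annotation pairs it with 1 symbol (21789). Those with several symbols (1621) and those without one here (11989) were not named, and of 999 genes with more than 1 probe set the brightest was kept, which left 19938 genes. No genome coordinates are given, since the values name no build.

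The values of normal D2 and advanced carcinoma D11 sum to 2 times the mean of the other 9 arrays in every probe set, with a median gap of 3.33e-06. The methods and labels name no step that does this. It was found while the comparisons were being run, after the values had first been checked and described as plain robust multi-average values, and that description was then corrected. Values of the tied arrays were kept in the comparisons as the study used them, and the counts, overlaps, list tests and named genes were also computed with a term for the 2 arrays. The counts, overlaps and the separation were computed without them too, and the named genes and list tests were not.

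Stages were compared with limma 3.58.1 in R 4.3.3, in 1 fit over all 11 arrays with 4 stages. Carcinoma and advanced carcinoma together (6 arrays, called CAFs) were compared with normal and hyperplasia together (5 arrays) in a fit with 2 groups. Age goes with stage in the labels (8 weeks for normal glands, 4 for hyperplasia, 9 for carcinoma, 12 for advanced carcinoma). No fit could therefore adjust for age. P-values were adjusted by Benjamini-Hochberg within each of 5 comparisons, with a threshold of 0.05. The study's threshold, an unadjusted p under 0.05 and a fold change over 1.5, was applied to limma's p-values and, as an alternative, to contrasts of a one-way ANOVA, the test the methods name. Gene lists were tested with limma's camera with a preset correlation of 0.01 and again with an estimated correlation, adjusted over 29 lists. Of 414 listed symbols 385 were measured, and single values of some of them are not reported here. Distances between arrays are 1 minus Pearson's r across genes, and the separation of groups was tested by exact permutation over 462 splits. Principal components used all genes tested, centred and not scaled.

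The genes named were drawn from the 10 with the largest change in each direction among those past the threshold and without overlap between groups (5 for carcinoma against normal glands), predicted genes, small RNAs and gene segments of receptors left aside, from the genes of Fig. 1d and 1e, and from the 4 members of each list with the smallest p. Where no gene passed, the 3 largest changes in each direction at the study's threshold are values only. Pdgfra, Epcam and Adgre1, the sort's own markers, were added after their values were seen. The lists, the rule and the alternatives were fixed before the data were examined, apart from those described as added after seeing the data. The alternatives were median-centred arrays, quantile normalization, removal of genes below the median level (5.64), every probe set in place of 1 per gene, one-way ANOVA contrasts, limma-trend with robust estimates, array weights, fits on the arrays of 2 stages only, a fold over 2, an adjusted p with the fold threshold, Spearman distances, distances on the 1000 most variable genes, and each array left out in turn. Added after seeing the data were the term for the 2 tied arrays, the fit without them, fits without normal D2 and hyperplasia D12 and without carcinoma D4 with advanced carcinoma D8 and D9, macrophage and luminal list means as covariates, and principal components on every probe set scaled. The pipeline was tested on simulated data: with 200 changed genes added to noise, 44% of those with a fold of 1.5 and 92% of those with a fold of 2 were recovered between advanced carcinoma and normal glands, and 76% and 98% between CAFs and the others. When 2 simulated arrays were centred on the other 9, 5.79% and 6.60% of unchanged genes in these comparisons had a p under 0.05, and 4.75% and 5.18% with the term. The number of arrays limits the precision.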

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

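Of the tests below, those of dilution of fibroblast RNA and of a lower fibroblast share were chosen only after the result was seen, as were the values without single arrays, the use of the list members' spread and the requirement that a covariate fit be precise enough to have kept an unchanged difference. The others were set before.

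Single arrays lay far from the rest of their group in 12 of 136 groups tested, where chance gives 6.8, and 6 of the 12 were carcinoma D4. The number given is the gap to the nearest other array as a share of the group's range. Carcinoma D4 was the lowest of the 6 CAF arrays in the means of collagens and fibrillar matrix (0.915), matrix proteases and inhibitors (0.884), complement (0.666), growth factors and developmental signals (0.801) and fibroblast markers (0.793), and the highest in the erythroid mean (0.756). Among the 5 normal and hyperplasia arrays, normal D2 was the lowest in Pip (0.895) and the highest in Ccl6 (0.804), Mmp12 (0.883) and Cxcl2 (0.747), and normal D5 was the highest in Ccl7 (0.728) and Ccl2 (0.826). Normal D2 is 1 of the 2 tied arrays, so its values depend on those of the other arrays.

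Gene lists that the paper does not report on for these arrays moved in CAFs against normal and hyperplasia fibroblasts. Their median log2 fold changes were 0.84 for the cell cycle, 0.40 for hypoxia and glycolysis, 0.32 for adhesion, suppression and invasion genes, -0.57 for fibroblast markers, 2.09 for luminal epithelium, 2.26 for macrophages, -1.35 for T and NK cells and -0.99 for B cells. Each passed limma's camera test with a preset correlation and none with an estimated correlation. The list of adhesion, suppression and invasion genes shares Ccl3, Cxcl2 and Mmp10 with Fig. 1d.

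Luminal epithelial genes were higher in CAF arrays although the labels name an EpCAM-negative sort. Tables argue against a lower share of fibroblasts with every other cell type raised alike: the T and NK cell median was -1.35 while the luminal median was 2.09. The size of the T and NK cell fall rests in part on normal D2 (list mean 7.83) and hyperplasia D12 (8.43). Normal D5 (6.08) and hyperplasia D6 (6.53) lay within the range of the CAF arrays (5.28 to 6.88), and hyperplasia D7 (7.05) above it. Epithelial RNA among the sorted cells is a candidate explanation: over the 6 CAF arrays the fibroblast mean was lower where the luminal mean was higher (r = -0.756, exact one-sided p = 0.0194; rho = -0.886, exact one-sided p = 0.0167; r = -0.905 without carcinoma D10 and advanced carcinoma D11, the arrays farthest from the luminal median). The p rests on carcinoma D4, the lowest in the fibroblast mean, and on D10, since r was -0.708 without D4 (exact one-sided p = 0.117) and -0.730 without D10 (exact one-sided p = 0.0667), and advanced carcinoma D11 is tied to the other arrays, so the 6 are not fully independent. Expression of luminal genes by CAFs themselves was not tested and stays open.

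Il1b, Il1a, Nlrp3, P2rx7 and Casp1 were higher in CAF arrays together with macrophage markers, although cells with the macrophage antigen that Adgre1 encodes were sorted out, and Adgre1 itself was higher by 2.32. Macrophage RNA could account for Il1b, Il1a and Nlrp3: with the macrophage mean as a covariate the CAF coefficient of their mean went from 1.15 (standard error 0.332) to -0.399 (standard error 0.205), and for P2rx7 and Casp1 from 1.10 to 0.549, a share of 0.499 just under the bound of 0.5 set before (standard error 0.315). With the luminal mean as a second covariate P2rx7 and Casp1 changed by 0.21 and 0.07. The macrophage mean correlates with the groups (r = 0.829), so expression by CAFs that varies along with macrophage RNA stays open. The paper's other evidence is not analysed here. It reports qRT-PCR on cells sorted as CD45-negative and EpCAM-negative, and higher NLRP3 in CAFs by tissue staining and intracellular flow cytometry. It also reports that damage signals raised Nlrp3 and IL-1β in cultured mammary fibroblasts. Epithelial RNA and a change in the fibroblasts cannot be told apart for Il1b, Il1a and Nlrp3, since with the luminal mean as a covariate the coefficient was -0.172 with a standard error of 0.596. Dilution of fibroblast RNA stays open for Il18, which lies 1.88 spreads (its standard error with the SD of the list's members) below the fibroblast median of -0.57 and level with the fibroblast gene Pi16 (-1.23), while Il1r2 lies 3.02 below, and with the macrophage and luminal means as covariates they changed by -0.35 and -0.31. The fibroblast median rests in part on carcinoma D4, with a list mean of 9.52 against 10.74 to 11.06 in the other CAF arrays. Il18 was at 6.06 in D4, within the 5.82 to 7.14 of the other CAF arrays. The distance of Il18 below the fibroblast median was not tested without D4.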

How the results depend on the processing

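The term for the 2 tied arrays, the fits without normal D2 and advanced carcinoma D11, without normal D2 and hyperplasia D12, or without carcinoma D4 with advanced carcinoma D8 and D9, and the covariates were chosen only after seeing the data. The cause of the changes below was not tested, except where fewer arrays or a stricter threshold give it by construction.

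The 4961 genes of CAFs against normal and hyperplasia fibroblasts stayed within 1.5 times that count under the alternatives of scaling, filtering and test, and with 1 array left out ranged from 3703 without advanced carcinoma D8 to 5427 without carcinoma D10. They were 1908 without carcinoma D4 and advanced carcinoma D8 and D9, and 230 with macrophage and luminal means as covariates. The separation of the groups passed under each alternative run, and with 1 array left out ranged from 0.0266 without carcinoma D4 to 0.0355 without carcinoma D10. Of 100 splits of the arrays 1, the real one, called as many as 4961 genes, and the highest of the others called 2. The splits take the arrays as exchangeable, and normal D2 and advanced carcinoma D11 are tied. Chance can be excluded for the count of 4961 only under that assumption.

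The 1118 genes of advanced carcinoma against normal glands became 714 with dim genes removed, 247 by ANOVA contrasts, 3908 with array weights, 2852 with the arrays of these 2 stages only, 466 with the term for the tied arrays, 27 without them and 60 without normal D2 and hyperplasia D12. With 1 array left out they ranged from 40 (normal D5) to 3143 (carcinoma D4), with 139 for normal D2, 168 for advanced carcinoma D9, 208 for D8, 625 for D11, 729 for hyperplasia D7 and 743 for D6. The 187 genes of carcinoma became 341 with median-centred arrays, 80 with every probe set, 0 by ANOVA contrasts (limma at an unadjusted p under 0.05: 3595), 857 with array weights, 0 with these 2 stages only, 1 with the term, 0 without the tied arrays and 1 without normal D2 and hyperplasia D12. They ranged from 0 (normal D2 or D5) to 587 (carcinoma D10), with 1 for carcinoma D3 or advanced carcinoma D8, 2 for hyperplasia D7 or advanced carcinoma D9, 31 for D11, 88 for hyperplasia D6 and 368 for carcinoma D4. Hyperplasia gave 0 to 1 genes with 1 array left out, the 1 without carcinoma D4 or advanced carcinoma D11. Advanced carcinoma against carcinoma gave 0 to 2, the 2 without advanced carcinoma D11, 2 without both tied arrays, and 1301 with array weights. For that comparison 10 splits are too few for a share under 0.05. In the real split 1124 genes had an unadjusted p under 0.05, and 2 splits, the real one included, had as many or more. The highest other had 4183, with carcinoma D3 and D10 and advanced carcinoma D11 against carcinoma D4 and advanced carcinoma D8 and D9. This points to a structure of the samples other than the stage. That split also divides the arrays by macrophage mean, at 6.30 to 6.57 against 7.83 to 8.19. It divides them by luminal mean too, at 8.33 to 8.78 against 9.13 to 9.51. Whether RNA of other cells causes this structure was not tested.

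At the study's threshold, the counts with a fold over 2 were 1086 for advanced carcinoma, 613 for carcinoma, 61 for hyperplasia, 585 for genes shared by carcinoma and advanced carcinoma and 24 for those shared by hyperplasia with either. With an adjusted p they were 883, 171, 0, 170 and 0. Left-out arrays gave 1548 (normal D5) to 2442 (carcinoma D4) for advanced carcinoma. They gave 844 (normal D5) to 2306 (carcinoma D10) for carcinoma, with 915 for D4, and 85 (normal D5) to 329 (normal D2) for hyperplasia, with 325 for D12. For shared genes they gave 799 (normal D5) to 1611 (carcinoma D10), and for hyperplasia with either 46 (normal D5) to 171 (hyperplasia D12), with 163 for normal D2 and 137 for carcinoma D4. Hyperplasia counted 402 with every probe set and 315 without the tied arrays, and its overlap with either 133 with every probe set, 166 with array weights, 132 with the term and 156 without the tied arrays.

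In the camera tests, given as adjusted p, the Fig. 1e list passed with median-centred arrays (0.0139 for advanced carcinoma, 0.0147 for CAFs), and with 1 array left out it ranged from 0.0245 (advanced carcinoma D11) to 0.202 (D8) and from 0.0732 (normal D2) to 0.144 (hyperplasia D6). The Fig. 1d list did not pass with an estimated correlation (0.311 and 0.534), and with 1 array left out it ranged from 1.06e-16 to 1.15e-11 and from 3.21e-12 to 6.49e-11.

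Among named genes, no called change reversed except with macrophage and luminal means as covariates: Lgi3 0.073, Il1b -0.38, Nlrp3 -0.14, Ccl6 -0.11 and Ccl3 -0.40. Of those not called, Pycard went to -0.25 in that fit, and in carcinoma against normal glands Ccl7, Ccl2 and Mmp10 to -0.20, -0.49 and -0.037 without normal D2 and Nlrp3 to -0.0095 without carcinoma D4. In the fit with covariates 32 more lost the call, and Pycard and Mmp10 had none before or after. Its covariates correlate with the groups (r = 0.829 and 0.890) and the standard errors were 0.524 to 2.37 times those before. Of the 32, Mmp13 (3.49), Ccl2 (2.55) and Ccl7 (2.31) had changes no smaller than before and the rest 0.0006 to 0.96 of theirs. The term for the tied arrays ended 19 calls and left 91 gene results as they were, ANOVA contrasts ended 29, and leaving out normal D5 ended 39 and normal D2 26. Leaving out advanced carcinoma D9 ended 29 calls, D8 28, hyperplasia D7 20 and carcinoma D3 15. Hyperplasia D6 and advanced carcinoma D11 ended 13 each, hyperplasia D12 7 and carcinoma D4 1. Median-centred arrays and quantile normalization ended 1 call each, and limma-trend none. Signal over background was not measured here, so how far it limits the results of dim genes stays open.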

Differences from the paper's values

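The share of variance on the first principal component was 65.2% here, on all genes tested without scaling, and the paper's axis label is about 26% in Fig. 1b, read by eye. No alternative for it was set before the data were examined. Every probe set scaled to unit variance, chosen after seeing the values, gave 30.9%, within 1.5 times the paper's, and concerns no called gene. For the second component the value here was 12.9% and the paper's is about 15% in Fig. 1b, read by eye.

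The paper states 1157 genes shared by carcinoma and advanced carcinoma, which in Fig. 1c leaves out those also changed in hyperplasia, and 69 shared by hyperplasia and CAFs. Limma at its thresholds gave 1200 without those of hyperplasia (1251 with them) and 84 here, less than 1.5 times apart. One-way ANOVA contrasts, the test its methods name, gave 1026 (1061 with those of hyperplasia) and 60.

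The fold changes of advanced carcinoma over normal glands printed in Fig. 1d match those computed here for 20 of 20 genes to 2 digits. They were thus computed from values in which normal D2 and advanced carcinoma D11 are tied. Ccl6, Ccl2, Pycard and Casp1 had an unadjusted p over 0.05 in the ANOVA contrast here. The p-values printed in the figure for these 4 genes, read by eye, lie over 0.05 too, so the paper lists them as higher in CAFs without their passing its own threshold. Limma's unadjusted p was under 0.05 for these 4 genes, and the fold change of Casp1 was 1.48.

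The paper states that P2rx7, Nlrp3, Casp1, Il1a and Il1b are higher in CAFs. All 5 passed here against normal and hyperplasia fibroblasts together, and against normal glands alone Il1a did so in advanced carcinoma at an adjusted p under 0.05 and P2rx7, Nlrp3, Casp1 and Il1b did not (adjusted p of 0.0809, 0.139, 0.186 and 0.106). These 4 did with array weights (0.0107, 0.0141, 0.0336 and 0.0157), Il1b and Nlrp3 without carcinoma D4 (0.0480 and 0.0214), Il1b without advanced carcinoma D11 (0.0332) and P2rx7 without hyperplasia D12 (0.0166). In Fig. 1e, read by eye, the column headed Nlrp3 lies above its mean in all 3 carcinoma arrays, and here the z-scores of Nlrp3 were -0.60 in carcinoma D3 and -0.50 in D10, while those of P2rx7 were 0.54 and 0.74. The column headed Il1a lies above its mean in 1 normal array, where the z-score of Il1a was -0.83 and that of Casp1 0.29 in normal D5. The columns headed Casp1 and P2rx7 do not lie above their mean in 2 of the 3 carcinoma arrays, and here the z-scores of Casp1 were 0.22 in carcinoma D3 and 0.47 in D10. Read by eye, the column headed Casp1 looks like the values of Il1b here, that headed P2rx7 like Il1a and that headed Il1b like Nlrp3, while those of Pycard, Il18 and Il1r2 go the way of the values here. This likeness was not tested.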

Other observations

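Tests of the tie between normal D2 and advanced carcinoma D11 were set before their result was seen. In all 35399 probe sets these 2 arrays sum to 2 times the mean of the other 9, while no other of the 55 pairs has a largest gap under 3.55 (hyperplasia D12 with carcinoma D10) or a median gap under 0.126 (hyperplasia D7 with advanced carcinoma D9). Centring of these 2 arrays on the other 9, as in a batch adjustment, could leave this, and so could computing 1 of them as the mirror image of the other. The first would lower the variance of the 2 arrays about the others to about 0.44 of that of another array, and the second would not. The ratio was 0.458 over 9969 dim genes, but the other 9 arrays themselves ranged from 0.312 to 1.74, with 2 below 0.458, so the bounds set for this test lie within their spread and the 2 explanations cannot be told apart. In the first case stage differences within the pair are kept and those between the pair and the other arrays are lost, and no biological explanation was tested.

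Patterns of single arrays are values only. The array nearest to normal D2 was hyperplasia D12, that nearest to carcinoma D4 was advanced carcinoma D9, and that nearest to advanced carcinoma D11 was carcinoma D3. On the first principal component carcinoma D4 (61.6) lay with advanced carcinoma D9 (42.2) and D8 (39.5), and carcinoma D3 (11.3) and D10 (1.87) lay nearest to 0.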
